# Next Generation Sequencing Analysis Reveals Segmental Patterns of microRNA Expression in Mouse Epididymal Epithelial Cells

**DOI:** 10.1371/journal.pone.0135605

**Published:** 2015-08-13

**Authors:** Brett Nixon, Simone J. Stanger, Bettina P. Mihalas, Jackson N. Reilly, Amanda L. Anderson, Matthew D. Dun, Sonika Tyagi, Janet E. Holt, Eileen A. McLaughlin

## Abstract

The functional maturation of mammalian spermatozoa is accomplished as the cells descend through the highly specialized microenvironment of the epididymis. This dynamic environment is, in turn, created by the combined secretory and absorptive activity of the surrounding epithelium and displays an extraordinary level of regionalization. Although the regulatory network responsible for spatial coordination of epididymal function remains unclear, recent evidence has highlighted a novel role for the RNA interference pathway. Indeed, as noncanonical regulators of gene expression, small noncoding RNAs have emerged as key elements of the circuitry involved in regulating epididymal function and hence sperm maturation. Herein we have employed next generation sequencing technology to profile the genome-wide miRNA signatures of mouse epididymal cells and characterize segmental patterns of expression. An impressive profile of some 370 miRNAs were detected in the mouse epididymis, with a subset of these specifically identified within the epithelial cells that line the tubule (218). A majority of the latter miRNAs (75%) were detected at equivalent levels along the entire length of the mouse epididymis. We did however identify a small cohort of miRNAs that displayed highly regionalized patterns of expression, including *miR-204-5p* and *miR-196b-5p*, which were down- and up-regulated by approximately 39- and 45-fold between the caput/caudal regions, respectively. In addition we identified 79 miRNAs (representing ~ 21% of all miRNAs) as displaying conserved expression within all regions of the mouse, rat and human epididymal tissue. These included 8/14 members of *let-7* family of miRNAs that have been widely implicated in the control of androgen signaling and the repression of cell proliferation and oncogenic pathways. Overall these data provide novel insights into the sophistication of the miRNA network that regulates the function of the male reproductive tract.

## Introduction

Following their initial morphological differentiation, spermatozoa are released from the germinal epithelium of the testes in a functionally immature state, incapable of movement or any of the complex array of cellular interactions that are required for fertilization [1]. In all mammalian species studied to date, the acquisition of functional competence occurs progressively as the cells descend through the epididymis, a highly specialized region of the male reproductive tract linking the testis to the vas deferens. A hallmark of epididymal maturation is that the process is driven exclusively by extrinsic factors in the complete absence of nuclear gene transcription or *de novo* protein translation in the spermatozoa [2].

The first region of the epididymis that immature sperm encounter is that of the caput, wherein the cells are concentrated by a mechanism of resorption that rapidly removes almost all of the testicular fluid that enters the epididymis. As they leave this environment and enter the corpus epididymis, sperm begin to acquire the potential for both progressive motility and recognition of an ovum. These attributes continue to develop as the sperm move through the corpus, and reach an optimal level as they enter the cauda region where they are stored in quiescent state prior to ejaculation. Importantly, the epididymis is characterized by highly regionalized profiles of both gene and protein expression [3], that ultimately give rise to a dynamic intraluminal environment responsible for [4] promoting sperm maturation. While androgens and additional lumicrine factors synthesized in the testis have been implicated in coordinating the gene/protein expression along the length of the epididymis, the balance of evidence indicates that they alone cannot account for the complexity of the distinct intrasegmental microenvironments. Instead, elegant pioneering studies by the laboratories of Zhang [5–10] and Sullivan [11–13] have provided evidence that an additional tier of regulation involving specialized RNA molecules, termed microRNAs (miRNAs), may be active in the epididymal environment.

miRNAs are small single-stranded non-coding RNA molecules (~21−25 nucleotides) that form an integral part of a recently discovered RNA interference pathway. miRNAs are initially synthesized as primary transcripts (pri-miRNA) before being sequentially processed in the nucleus by the RNase DROSHA, and within the cytoplasm by the endoribonuclease DICER. This leads to the formation of a double-stranded mature miRNA, one strand of which is preferentially loaded into an effector miRNA-induced silencing complex (miRISC). In addition to the loaded miRNA, the miRISC complex comprises catalytic Argonaute (AGO) proteins that mediate the post-transcriptional regulation of target mRNAs. The fate of the targeted mRNA varies from increased degradation and hence translational repression, through to increased translation and protein synthesis, depending on both the complementarity of the miRNA—mRNA duplex and on the catalytic activity of the AGO proteins within the miRISC complex [14,15]. Recent advances in miRNA expression profiling have fuelled rapid growth in our appreciation of the tremendous number, diversity and importance of this mechanism of post-transcriptional gene regulation in development, disease and fertility [16].

Evidence secured by a number of independent groups indicates that miRNAs play an essential role in regulating the differentiation of spermatozoa in the testes, with inactivation of key genes such as *Dicer1* leading to a severe impact on the formation of mature germ cells [17–22]. However, an emerging body of evidence indicates that this role may also extend to the post-transcriptional regulation of gene expression within the epididymis. Indeed, complex profiles of several hundred miRNAs have been documented in the epididymis of species such as the human, rat, and bovine and several of these are significantly enriched and or unique to this tissue [8,12,23]. Furthermore, comparative profiling of epididymal miRNAs has revealed distinct temporal and spatial patterns of expression [9,12]. The notion that miRNAs may be critical in establishing the unique epididymal environment and thus play a prominent role in promoting sperm maturation, is further supported by elegant global and targeted miRNA manipulation strategies. In the former studies, conditional knock-out of *Dicer1* in the proximal epididymis has been shown to elicit a rapid dedifferentiation of the epithelium, perturbation of steriod signaling, altered lipid homestatis, and a concomitant loss of fertility [24,25]. Similarly, defects in sperm fertility have also been documented following pertubation of gene expression via the injection of a single miRNA analog (agomir) directly into the epididymis of adult rats [10]. Notwithstanding these data, global patterns of differential miRNA expression have not been explored in the mouse epididymis. Therefore, the aim of the present investigation was to conduct a systematic analysis of the expression profile of miRNAs and key elements of their processing machinery within the adult mouse epididymis and in so doing provide novel insights into miRNA control of sperm fertilizing potential in this species.

## Materials and Methods

### Reagents

Unless specified, chemical reagents were obtained from Sigma (St. Louis, Mo, USA) or Life Technologies (Carlsbad, CA, USA) and were of research grade. The following primary antibodies were purchased to characterize proteins of interest: rabbit polyclonal anti-DICER1 antibody (Cat # ab13502; Abcam, Cambridge, United Kingdom), rabbit polyclonal anti-androgen receptor (Cat # SAB4501575, Sigma), rat monoclonal α-AGO2 (Cat # SAB4200085, Sigma), goat polyclonal anti-IZUMO1 (Cat # sc-79543, Santa Cruz Biotechnology, CA, USA), and rabbit polyclonal anti-cytokeratin 8 (Cat # ab59400, Abcam). Alexa Fluor 488-conjugated goat anti-rabbit (A11008), 594-conjugated goat anti-rat (A11007) and 594-conjugated goat anti-rabbit (A11012) antibodies were purchased from Life Technologies.

### Ethics Statement

All experimental procedures were carried out with the approval of the University of Newcastle’s Animal Care and Ethics Committee (ACEC) (approval number A-2013-322), in accordance with relevant national and international guidelines. Inbred Swiss mice were obtained from a breeding colony held at the institutes’ Central Animal House and maintained according to the recommendations prescribed by the ACEC. Mice were housed under a controlled lighting regime (16L: 8D) at 21–22°C and supplied with food and water *ad libitum*. Prior to dissection, animals were euthanized via CO_2_ inhalation.

### Epididymal Epithelial Cell Isolation and Characterization

Immediately after adult male mice (8 weeks old) were euthanized, their vasculature was perfused with pre-warmed PBS to minimize the possibility of blood contamination. The epididymides were then removed, separated from fat and overlying connective tissue and carefully dissected into three anatomical regions corresponding to the caput, corpus and cauda. This material was then pooled and either subjected directly to RNA extraction and miRNA next-generation sequencing as described below to document the ‘whole epididymal tissue’ miRNA signature (three mice / replicate), or alternatively it was prepared for isolation of epididymal epithelial cells (nine—twelve mice / replicate). For the latter study, the bulk of the caudal spermatozoa were flushed from the lumen via retrograde perfusion with water-saturated paraffin oil. This was immediately followed by perfusion with modified Biggers, Whitten, and Whittingham media (BWW; [26]) composed of 91.5 mM NaCl, 4.6 mM KCl, 1.7 mM CaCl_2_•2H_2_O, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_•7H_2_O, 25 mM NaHCO_3_, 5.6 mM D-glucose, 0.27 mM sodium pyruvate, 44 mM sodium lactate, 5 U/ml penicillin, 5 μg/ml streptomycin, 20 mM Hepes buffer, and 3 mg/ml BSA, to remove any residual spermatozoa. Caput and corpus spermatozoa were removed by placing the tissue in a 500 μl droplet of BWW and making multiple incisions with a razor blade. Using a method adapted from Zuo *et al*. [27], the tissue was then washed free of spermatozoa by subjecting it to agitation, prior to being minced with forceps washed a further three times in sterile PBS and digested in 100 μg/ml trypsin (Promega, Madison, WI, USA) at 37°C for 30 minutes with vigorous shaking. Tissue clumps were collected by centrifugation (800 × g for 5 minutes) and digested in 1 mg/ml collagenase for 30 minutes with shaking at 37°C. The cells were subjected to a further centrifugation at 800 × g for 5 minutes and the supernatant was discarded. The cell pellet was then resuspended in Dulbecco's Modified Eagle Medium (DMEM) culture medium containing sodium pyruvate (1 mM), 10% FBS (v/v), penicillin (100 IU/ml), and streptomycin (100 μg/ml), before being filtered through a 70 μm cell strainer and incubated in 6-well plates at 32°C. After 4 hours of incubation, all non-epithelial cells (fibroblasts and muscle cells) were found attached to the base of the plate while the epithelial cells remained in suspension. These populations of isolated epithelial cells were washed in PBS and either fixed in 4% paraformaldehyde for immunocytochemical analysis or frozen at -80°C for downstream RNA isolation.

Enrichment of epididymal epithelial cells (>95%) was assessed by immunocytochemistry. For this purpose, isolated epithelial cells were fixed in paraformaldehyde (ProSciTech, Kirwan, QLD, Australia) and settled onto poly-l-lysine coated coverslips overnight at 4°C. All subsequent incubations were performed at 37°C in a humidified chamber, and all antibody dilutions and washes were conducted in PBS containing 0.1% Tween-20 (PBST). Fixed cells were permeabilized in 0.2% Triton X-100 / PBS for 10 minutes and blocked in 3% (w/v) bovine serum albumin (BSA) in PBST for 1 h. Slides were then sequentially probed with anti-androgen receptor and Alexa Fluor 594-conjugated secondary antibodies. After washing, the slides were dual labeled with FITC-conjugated peanut agglutinin (PNA, 5 μg/ml), a marker of the outer acrosomal membrane, and counterstained with 4’,6-diamidino-2-phenylindole (DAPI) before being mounted with antifade medium (Mowiol 4–88). Labeled cells were viewed on an Axio Imager A1 microscope (Carl Zeiss MicroImaging, Inc., Thornwood, NY) equipped with epifluorescent optics and images captured with an Olympus DP70 microscope camera (Olympus America, Center Valley, PA). Upon confirmation of target cell enrichment, populations of isolated epididymal cells were then subjected to RNA extraction as described below.

### Immunofluorescent Localization

In addition to isolated epithelial cells, whole mouse epididymal tissue was also paraformaldehyde fixed, embedded in paraffin and sectioned. Embedded tissue was dewaxed, rehydrated and subjected to antigen retrieval by boiling in 50 mM Tris-HCl (pH10) for 10 minutes. The tissue was then assessed for key components of the RNAi silencing machinery under similar conditions to those described for isolated cells. Briefly, tissue sections from three individual mice were labeled with anti-DICER and anti-AGO2 antibodies (diluted 1:150 in 1% BSA/PBS) overnight at 4°C. After incubation, the slides were washed three times, then sequentially incubated in goat anti-rabbit 488 Alexa Fluor and goat anti-rat 594 Alexa Flour (diluted 1:400 in 1% BSA/PBS) secondary antibodies for 1 h at 37°C. Sections were then washed and counterstained in DAPI before mounting in antifade reagent. Similarly, epididymal sections were labeled with anti-androgen receptor primary antibody (1:50) overnight at 4°C, followed by goat anti-rabbit 594 Alexa Fluor (1:400). Negative controls included slides in which the primary antibody / lectin was substituted with PBS. All sections were visualized as described for cells and, as anticipated, the negative controls showed no labeling.

### RNA Extraction and miRNA Next-Generation Sequencing

Total RNA was extracted from whole epididymal tissue and purified epididymal epithelial cells (caput, corpus and cauda) using a Direct-zol RNA MiniPrep Kit (Zymo Research Corporation, Irvine, CA, USA) according to manufacturer’s instructions before being incubated with 1% DNase (Promega) to eliminate genomic DNA contamination. Total RNA from each epididymal region was pooled from a minimum of three (whole tissue)—nine (isolated epithelial cells) animals to generate a single biological replicate. Two such replicates were subjected to Illumina TruSeq small RNA sample preparation protocol as per the manufacturers’ instructions (Illumina Inc. San Diego, CA, USA) at the Australian Genome Research Facility (AGRF, Brisbane, QLD, Australia). The libraries so generated were analyzed in triplicate sequenced using an Illumina Hiseq-2000 RNA-seq platform as 50 bp single end chemistry at AGRF. Briefly, the sequence reads from all samples were analyzed for quality control, screened for the presence of any contaminants and trimmed based on their matches to: PhiX, Adaptors, ChrM or Mouse rRNA. Cleaned sequence reads were then aligned against two different databases: (i) Mus Musculus genome (Build version mm10), and (ii) microRNA database (miRBASE release21 at http://www.mirbase.org/). Alignment against the mature miRNA sequences for mouse miRNAs were summarized and counts were recorded for known miRNAs.

RNA quality was assessed at multiple points during our analysis. Firstly, the integrity of total RNA was evaluated immediately after isolation by resolution of an aliquot of the sample on a denaturing agarose gel and assessment of 28S and 18S rRNA bands. Additional quality control was conducted independently at the AGRF whereby after arrival, each sample was analyzed on an Agilent 2100 Bioanalyzer as per the manufacturers’ instructions (Agilent Technologies, USA). Finally the samples were again analyzed after siRNA library construction to confirm the size of the products. Only samples that passed each quality control step were processed for next generation sequencing.

Differential miRNA expression analysis was undertaken using R script based on, limma and voom libraries (http://www.bioconductor.org/packages/release/bioc/vignettes/limma/inst/doc/usersguide.pdf). A count value of >10 was used as the cutoff for presence/absence and expression profiling comparisons were performed for mature miRNAs between the individual epididymal regions with a data filter set to ≥ 2 fold difference and false discovery rate (FDR) of 0.05. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [28] and are accessible through GEO Series accession number GSE70197 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70197).

### Real Time PCR Confirmation of Selected miRNAs

Validation of miRNA expression profiles was conducted using a quantitative real-time PCR (qRT-PCR) strategy with Taqman miRNA assay reagents according to the manufacturer’s instructions (Life Technologies). The miRNAs selected for analysis were *let-7b-5p* (assay ID. 002619), *let-7c-5p* (assay ID. 000379), *miR-9-5p* (assay ID. 000583), *miR200c-3p* (assay ID. 002300), *miR-375-3p* (assay ID. 000564), *miR410-3p* (assay ID. 001274), *miR-470* (assay ID. 002588), *miR-467d-3p* (assay ID. 001826), and *miR486-5p* (assay ID. 001278). Real-time PCR was performed using a Light Cycler 96 SW 1.1 (Roche, Castle Hill, Australia). The U6 small nuclear RNA (snRNA) (assay ID. 001973) was employed as an endogenous control to normalize the expression levels of target genes, and relative expression levels were calculated using the 2^−ΔCt^ method [29]. All qRT-PCR assays were performed in triplicate using pooled biological samples (three mice / sample) differing from those employed for next generation sequence analyses.

### *In Silico* Analysis of miRNAs and Target Prediction

The expression of miRNA displaying statistically significant patterns of expression was clustered (Cluster3, Stanford University, Palo Alto, CA, USA) and examined using heatmaps (Java Treeview, Stanford University) to visualize trends and consistency in miRNA expression in caput, corpus and caudal epididymal epithelial cells. To gain a better understanding of the function of the up and down-regulated miRNAs their mRNA targets were analyzed with Ingenuity Pathway Analysis (IPA) software (version 8.8, Ingenuity Systems, Redwood City, CA, USA) using the Core Analysis. Similarly we also interrogated IPA in order to identify the key effected pathways likely to be regulated by epithelial cell miRNAs using the microRNA filter and restricting our analysis to experimentally confirmed targets.

### mECap transfection with miRNA Mimics

To confirm the functional significance of epididymal miRNAs, an immortalized mouse caput epididymal epithelial cell line (mECap) [30] was employed. This cell line was cultured in Dulbecco’s modified Eagle’s medium (DMEM; Life Technologies) supplemented with 0.45% glucose (w/v), 1% L-glutamine, 1% sodium pyruvate, 10% fetal bovine serum and 50 nM dihydrotestosterone (DHT). miRNA mimics of *miR-200c-3p*, *miR-486-5p* and a scrambled negative control (*mir*Vana) were transfected separately at a concentration 5 nM using lipofectamine 2000 along with a cherry red internal control (0.5 μg) in Opti-MEM (Life Technologies) as per manufacturer’s instructions. At 24 h post-transfection, cells were harvested and the transfection efficiency was calculated. The relative mRNA levels of predicted miRNA targets (*Mapk14* and *Foxo1*) were then analysed by qRT-PCR. These experiments were performed in triplicate.

### SDS-PAGE and Western Blotting

Proteins were extracted from epididymal tissue, isolated epididymal epithelial cells, and spermatozoa in a modified SDS-PAGE sample buffer (2% w/v SDS, 10% w/v sucrose in 0.1875 M Tris, pH 6.8) with protease inhibitor tablets by incubation at 100°C for 5 min. Insoluble matter was removed by centrifugation at 20000 × g for 10 min and protein estimations were performed using the DC Protein Assay kit (Bio-Rad, Hercules, CA). Proteins were boiled in SDS-PAGE sample buffer (2% v/v mercaptoethanol, 2% w/v SDS, and 10% w/v sucrose in 0.1875 M Tris, pH 6.8, with bromophenol blue) and resolved by SDS-PAGE on polyacrylamide gels followed by transfer onto nitrocellulose membranes. Membranes were blocked with 3% w/v BSA in Tris-buffered saline (TBS; pH 7.4) for 1 h before being probed with 1:1000 dilutions of primary antibody in TBS containing 1% w/v BSA and 0.1% v/v polyoxyethylenesorbitan monolaurate (Tween-20; TBS-T) for 2 h at room temperature. Blots were washed three times in TBS-T followed by incubation with 1:1000 horseradish peroxidase-conjugated secondary antibody in 1% w/v BSA/TBS-T for 1 h. Following three washes in TBS-T, proteins were detected using an enhanced chemiluminescence kit (GE Healthcare, Buckinghamshire, UK) and visualized on ImageQuant LAS 4000 (Fujifilm, Tempe, AZ, USA). All immunoblotting analyses were performed in triplicate and representative blots are presented.

### Statistical Analysis

Statistical significance was determined using analysis of variance (ANOVA), Tukey-Kramer HSD and T-tests employing JMP software (version 9.0.0). *P* < 0.05 was considered significant. Experiments were performed in triplicate unless otherwise stated. All data are expressed as mean ± SEM.

## Results

### miRNA Processing Machinery Is Expressed throughout the Mouse Epididymis

To begin our analysis of the role of the RNA interference pathway in the regulation of mouse epididymal function we initially focused on determining the expression profile of two of the key elements involved in the generation of mature miRNAs, namely the endoribonuclease DICER1 and the catalytic component of the RNA-induced silencing complex (RISC), Argonaute 2 (AGO2). As shown in Fig 1, both proteins were clearly detected in the epithelium of all epididymal regions examined, suggesting the presence of an active RNA interference pathway throughout the tubule. Indeed, both DICER1 and AGO2 displayed strong co-localization within the peri-nuclear domain of the epididymal epithelium. An additional pool of labeling, albeit of lower intensity, was also detected throughout the cytoplasm of these cells. In addition, both DICER1 and AGO2 appeared to strongly label spermatozoa within the epididymal lumen.

**Fig 1:**
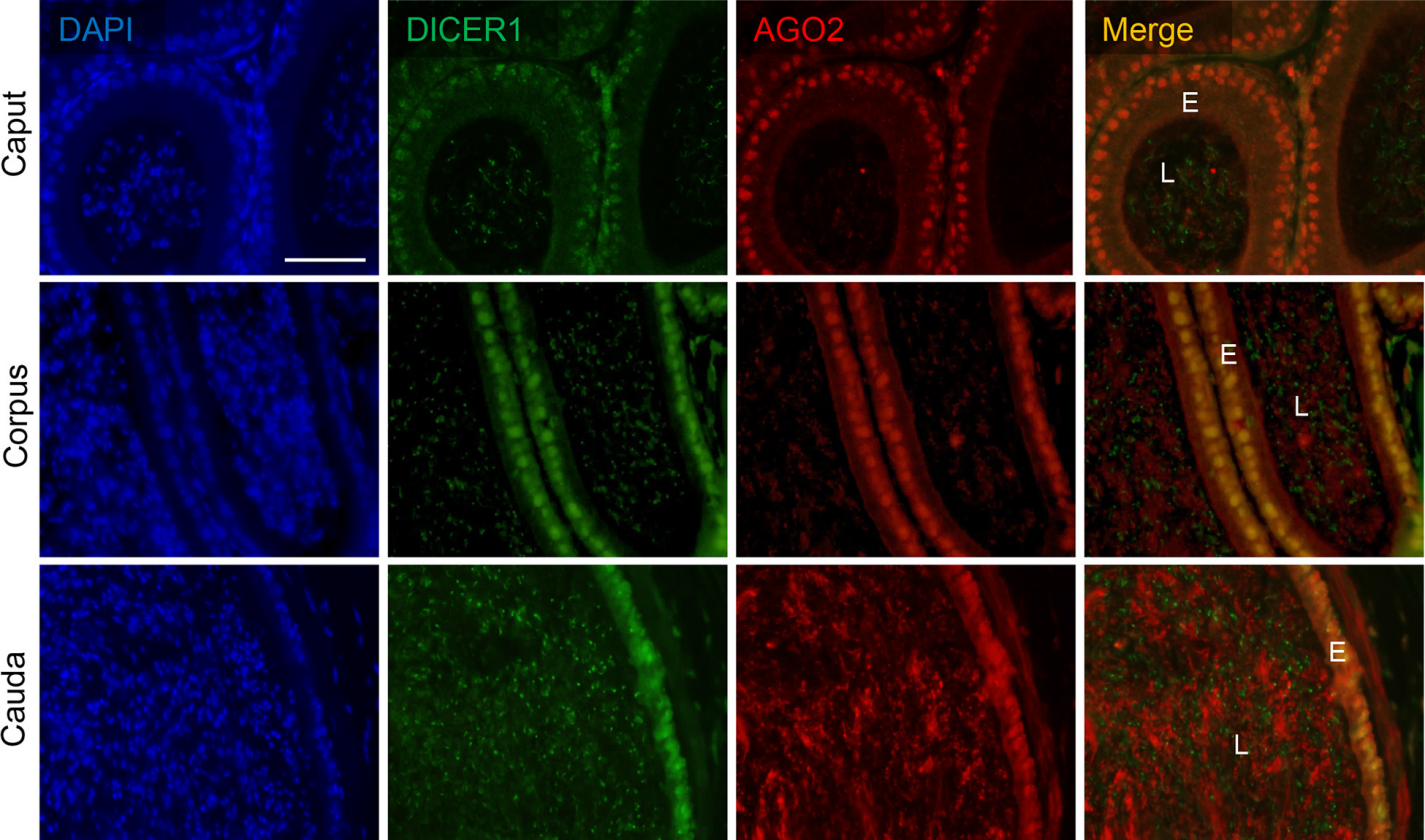
Assessment of key elements of the RNAi processing machinery in the mouse epididymis. Adult mouse epididymal sections were dual-labeled with anti-DICER1 and anti-AGO2 antibodies followed by either appropriate anti-rabbit 488 Alexa Fluor (green) or goat anti-rat 594 Alexa Flour-conjugated (red) secondary antibodies, respectively. The tissue sections were then counterstained with 4',6-diamidino-2-phenylindole (DAPI) and viewed using confocal microscopy. For clarity, DAPI labeling has been omitted from the merged images. E = epididymal epithelium, L = epididymal lumen. Scale bar = 20 μm. These experiments were replicated three times using independent samples from three mice and representative images are shown.

### The Mouse Epididymis Is Replete with miRNAs

Next generation sequence analysis was performed on whole mouse epididymal tissue to obtain an overview of segmentally regulated miRNA expression patterns within this tissue. This analysis revealed a profile of miRNAs of similar overall complexity to that described in other species [9,11,12] (S1 Table). 

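Whole epididymal tissue came from adult mice of 8 weeks whose vasculature had been perfused with PBS, and tissue from 3 mice was pooled for each replicate. The deposited data hold 3 libraries from the caput, 2 from the corpus and 3 from the cauda, where the paper's methods give 2 replicates. For each library the authors deposited expected counts, the number of reads aligned to each of 900 mature miRNAs, without normalization. Between 3 and 4.22% of the values in a library were fractions, which are taken here as reads divided between several mature miRNAs. Each library held between 1243398 and 2135501 counts, with a mean of 1866583 in the caput (n = 3), 1317112 in the corpus (n = 2) and 1599263 in the cauda (n = 3). The 10 most abundant miRNAs took between 73.4 and 75.7% of the counts of a library, and the most abundant one took between 11.6 and 26.8%. This was miR-22-3p or miR-148a-3p in the caput, miR-148a-3p or miR-10b-5p in the corpus and miR-143-3p in every cauda library. The count of 10 that the authors used for presence or absence equalled between 4.68 and 8.04 CPM (counts scaled to a common library size, here by library totals), depending on the library.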

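A miRNA was taken as identified in a region when its mean count over the libraries of that region was above 10. In whole tissue, 312 miRNAs were identified in the caput, 304 in the corpus and 325 in the cauda, and 360 in at least 1 region. Leaving out each library in turn gave between 308 and 318 miRNAs in the caput, 299 and 306 in the corpus and 322 and 329 in the cauda, with totals between 359 and 365. The corpus libraries had the lowest totals of the 8. With every whole tissue library drawn at random down to the total of the smallest one, the medians of 20 draws were 289 miRNAs in the caput, 301 in the corpus and 312 in the cauda, and 345.5 in total, so that the corpus and the caput changed places. The total moved most when all 14 libraries, those of isolated epithelial cells included, were drawn down to the smallest total among them, which left a median of 176 miRNAs.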

In total, 370 unique miRNAs were identified, the greatest number of which were detected within the cauda epididymal tissue, followed by the caput and finally the corpus (Fig 2A). 

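Of the miRNAs identified in whole tissue, 271 (75.3%) had a mean count above 10 in each of the 3 regions, and this number lay between 270 and 274 with each library left out in turn. Differential expression was tested with limma-voom on counts normalized by edgeR's TMM method, in 1 fit of the 8 libraries, and a miRNA was called differentially expressed with an FDR below 0.05 and a change of at least 2-fold. Among the 271, 69 (25.5%) were differentially expressed between caput and corpus, of which 34 rose and 35 fell. Between corpus and cauda the number was 64 (23.6%), with 31 rising and 33 falling, and between caput and cauda it was 122 (45.0%), with 61 rising and 61 falling. These counts within the conserved miRNAs were chosen after the changes had been seen. Scaling by library totals alone moved the median change of the identified miRNAs up by 0.33 (log2) from caput to corpus and by 0.35 from caput to cauda. Under that scaling the numbers within the 271 were 79 (59 rising, 20 falling) from caput to corpus and 116 (74 rising, 42 falling) from caput to cauda.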

A majority of these miRNA species (75%) were conserved in all epididymal regions and displayed relative levels of expression that were indistinguishable along the entire length of the epididymis. Indeed, only 15% of miRNAs were uniquely expressed in any one epididymal region (Fig 2A), and less than 10% were characterized by significant variations in their relative expression levels (fold change of ± ≥2, FDR <0.05) between the caput/corpus and corpus/cauda (Fig 2B).

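In whole tissue, 50 of the identified miRNAs (13.9%) were found in 1 region only, of which 19 were found in the caput, 5 in the corpus and 26 in the cauda. With each library left out in turn, this number lay between 50 and 55. Over the miRNAs identified in either of the regions compared, 100 of 334 (29.9%) were differentially expressed between caput and corpus, 47 higher and 53 lower in the corpus. From corpus to cauda 93 of 341 (27.3%) were differentially expressed, with 49 rising and 44 falling, and from caput to cauda 189 of 355 (53.2%), with 99 rising and 90 falling. The counts moved most when only the 260 miRNAs with at least 10 counts in every library were tested, which left 64, 63 and 115 differentially expressed miRNAs in the order of comparisons above. With library totals in place of TMM, 111 miRNAs (76 rising, 35 falling) were differentially expressed from caput to corpus and 180 (115 rising, 65 falling) from caput to cauda. Among the miRNAs whose cauda libraries all lay on one side of all caput libraries, the largest rises from caput to cauda were those of miR-208b-3p (at least 42.2-fold higher in the cauda), miR-196b-5p, miR-137-3p (at least 7.09-fold higher), miR-196a-2-3p (at least 6.95-fold higher) and miR-486a-3p (at least 16.9-fold higher). The lower bounds are given where every caput library had 3 counts or fewer. miR-196b-5p rose from 22.7 ± 1.79 CPM in the caput (SD, n = 3) to 249 ± 44.3 in the corpus (SD, n = 2) and 930.0 ± 129 in the cauda (SD, n = 3), a log2 fold change from caput to cauda of 5.33 (standard error 0.20, adjusted p = 2.7e-08 from limma). The largest fall was that of miR-204-5p, whose counts include fractions. It went from 13989 ± 306 CPM in the caput (SD, n = 3) to 5489.8 ± 629 in the corpus (SD, n = 2) and 329 ± 42.7 in the cauda (SD, n = 3), a log2 fold change of -5.42 (standard error 0.11, adjusted p = 8.8e-11 from limma). The next falls in log2 fold change were those of miR-9-3p (-4.83), miR-9-5p (-4.22), miR-138-5p (-3.92) and miR-375-3p (-3.82). The paper states that most miRNAs are conserved along the epididymis at levels it calls indistinguishable, and gives beside this the small shares found in 1 region only or differing between neighbouring regions.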

**Fig 2:**
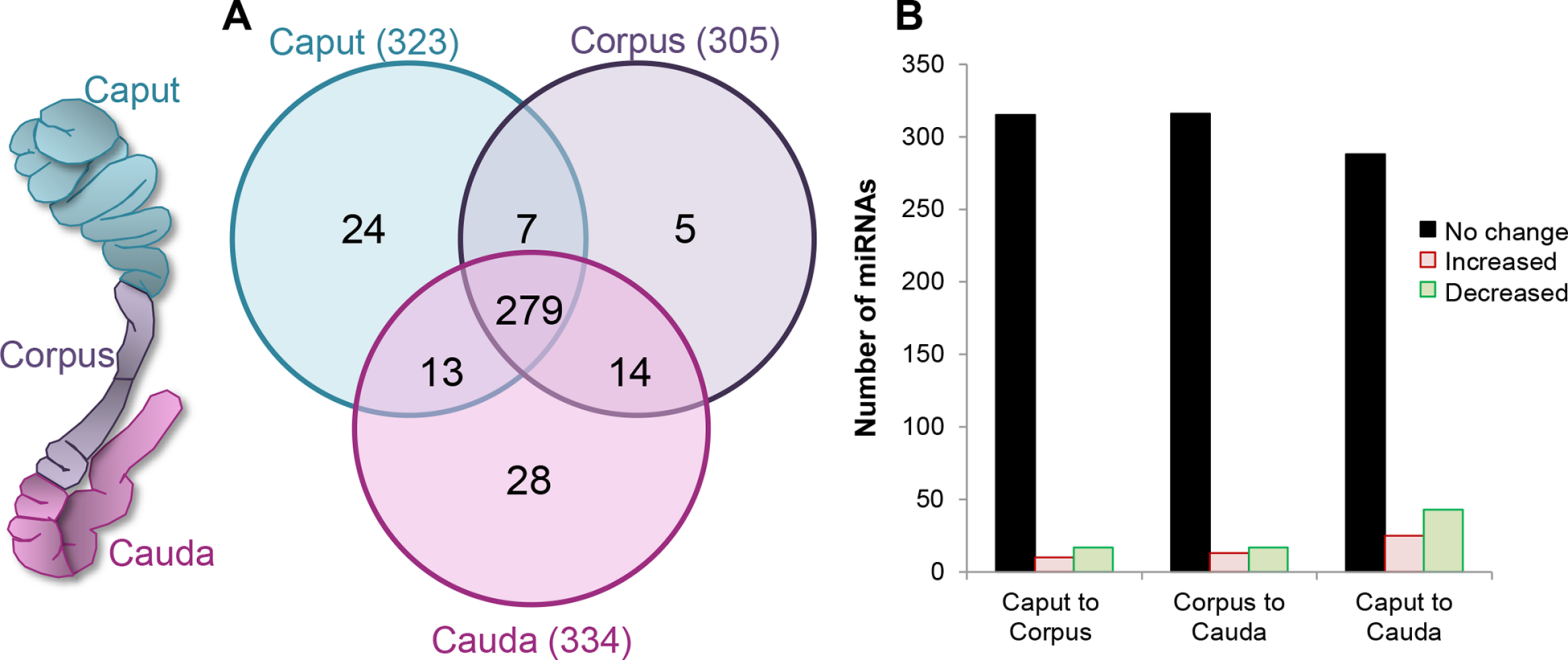
Determination of the miRNA signature present in whole mouse epididymal tissue. (A) Venn diagram depicting the number of miRNAs that were identified by next generation sequencing and their disruption within the caput, corpus and cauda regions of the adult mouse epididymis. (B) Graphical representation of miRNA distribution highlighting the number of significantly up- and down-regulated (threshold = ± ≥ 2 fold change and false discovery rate of < 0.05) miRNAs positively identified between each epididymal region. For the purpose of these analyses, an average count value of >10 across two biological replicates was used as the threshold for positive identification of each miRNA.

The presence of so few intrasegmental changes in the miRNA profile detected in this, and previous analyses [12], stands in contrast to the pronounced spatial differences that have been documented in transcriptomic analyses of the epididymal tissue [3,31,32]. To investigate whether such differences reflect the potentially confounding influence of spermatozoa and/or fluid that convey miRNAs of testicular origin into the epididymal lumen, we refined our analysis to focus on miRNA signatures present exclusively in the epididymal epithelium. For this purpose, next generation sequencing was performed on highly enriched (>95%) populations of epididymal epithelial cells that were isolated as described in the Materials and Methods and initially validated through the use of light microscopy (Fig 3A) and immunocytochemistry with an anti-androgen receptor antibody (Fig 3B and 3C). As noted in Fig 3C, we did not detect any cells other than those expressing androgen receptor within this preparation. Indeed, the absence of sperm contamination was confirmed through counterstaining the slides with fluorescently conjugated PNA (marker of the sperm acrosome) (Fig 3C), and by immunoblotting of cell lysates with antibodies against the androgen receptor, cytokeratin 8, and IZUMO1 (an intrinsic sperm protein) (Fig 3D). As anticipated, no PNA labeling was observed within the epithelial cell preparations and similarly, no IZUMO1 protein could be detected in the epithelial cell lysates. In contrast, the epithelial cell lysates demonstrated strong labeling for both androgen receptor and cytokeratin 8.

**Fig 3:**
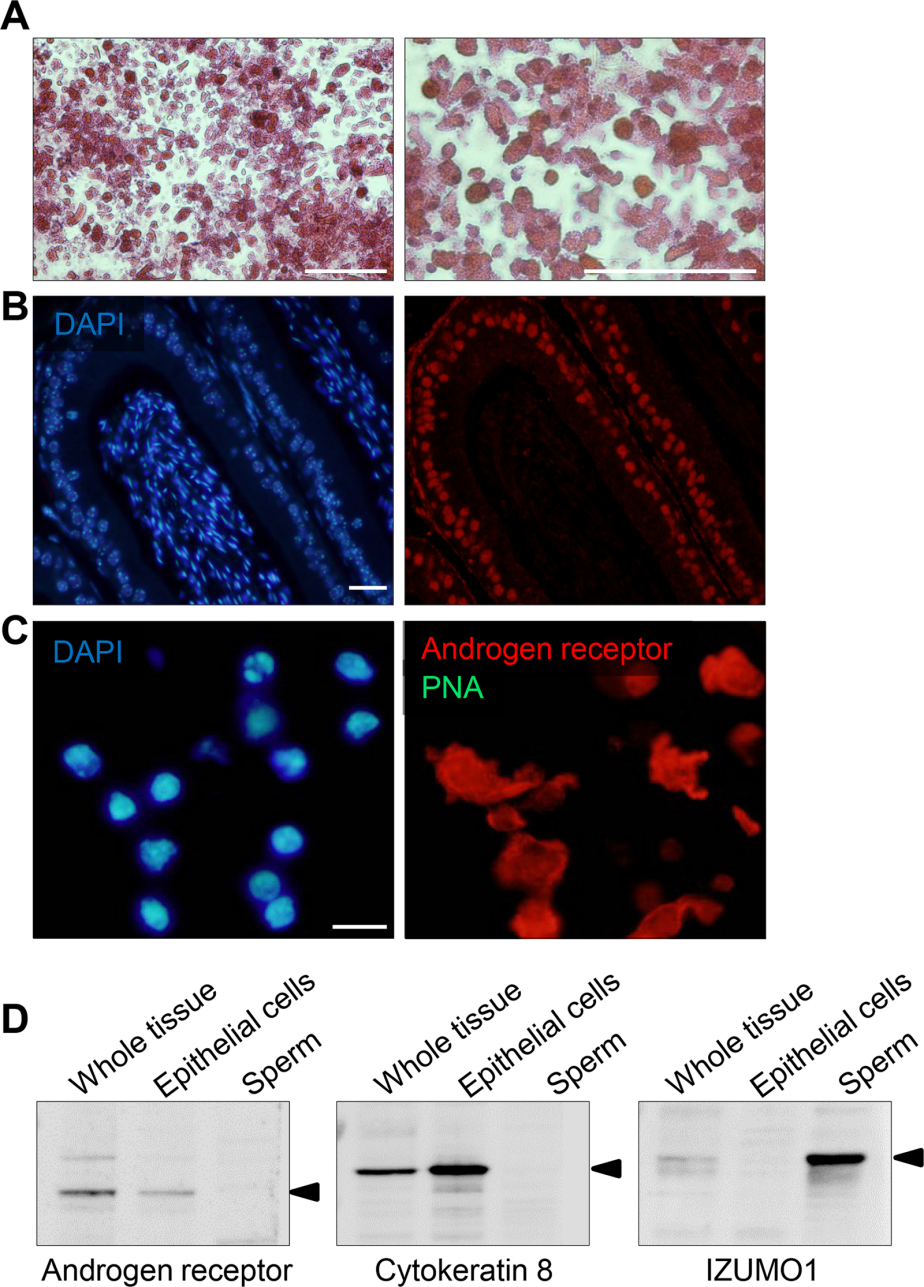
Isolation of highly enriched populations of epididymal epithelial cells. Epididymides were dissected from perfused adult mice and partitioned into the caput, corpus and cauda. The epithelial tissue was then cleared of spermatozoa, minced and sequentially digested in trypsin and collagenase. Epithelial cells were isolated by filtering through a 70 μm cell strainer and incubation in tissue culture plates prior to being fixed and assessed for overall purity by (A) staining with eosin and visualization by light microscopy (scale bar = 200 μm), (B,C) immunocytochemistry with anti-androgen receptor antibodies, and (D) immunoblotting with recognized epithelial / sperm cell markers. (B) The validity of androgen receptor antibodies for immunocytochemistry was initially assessed by labeling of mouse epididymal sections. These sections were then counterstained with DAPI and viewed using confocal microscopy (scale bar = 20 μm). (C) The identity of purified epithelial cells was confirmed by labeling with anti-androgen receptor and the possibility of sperm contamination assessed by co-staining with FITC conjugated PNA (a lectin that selectively labels the outer acrosomal membrane of spermatozoa). These preparations were then counterstained with DAPI (to detect all cells). This confirmed an absence of sperm contamination and epithelial cell enrichment of >95%. (D) As an additional line of evidence, cell lysates prepared from whole epididymal tissue (sperm + epithelial cells), enriched epithelial cells, and spermatozoa were immunoblotted with antibodies against androgen receptor (110kDa), cytokeratin 8 (an epithelial cell marker, 54kDa), and the sperm protein IZUMO1 (60kDa). All experiments were replicated three times on independent samples and representative images are presented.

Next generation sequencing of the isolated epithelial cell preparations led to the identification of a restricted subset of miRNAs (218), the majority of which (90%, 195) were also represented in the former analysis (S1 Table). 

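For the isolated epithelial cells, the lumen of the cauda was flushed of spermatozoa, the tissue was digested, and the cells that stayed in suspension after the others had attached to the plate were collected. RNA was pooled from 9 mice per replicate for the caput and corpus and from 12 for the cauda, and 2 libraries per region were sequenced. The authors deposited expected counts in a table of its own, with 0.001 added to every value, and this constant was removed. Between 2.95 and 4.58% of the values in a library were fractions. The libraries held 362867 and 324907 counts in the caput, 127111 and 89039 in the corpus and 283284 and 179060 in the cauda, and the median total of whole tissue was 7.11 times that of epithelial cells. By library totals, a count of 10 equalled between 27.6 and 112 CPM. In every epithelial library miR-143-3p, which stands on the list of smooth muscle markers used here, was the most abundant miRNA, with between 12.4 and 30.1% of the counts. The number of miRNAs with a mean count above 10 was 199 in the caput, 149 in the corpus and 191 in the cauda, and 216 in at least 1 region. Leaving out each library in turn gave totals between 211 and 219, and the alternative that moved the total most, with all libraries at the smallest total, gave a median of 163. The tables of the 2 preparations share 578 names, while 99 names stand only in the epithelial table and 322 only in that of whole tissue. By name, 194 of the 216 (89.8%) were also identified in whole tissue, 22 were identified in epithelial cells only and 166 in whole tissue only. With each whole tissue library drawn down to the totals of the epithelial libraries of its region, whole tissue gave a median of 160 miRNAs in the corpus, 205.5 in the cauda and 231 in total (between 225 and 235 over 20 draws). Of the epithelial names, 180 were identified in whole tissue at that depth.

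**Figure D1:**
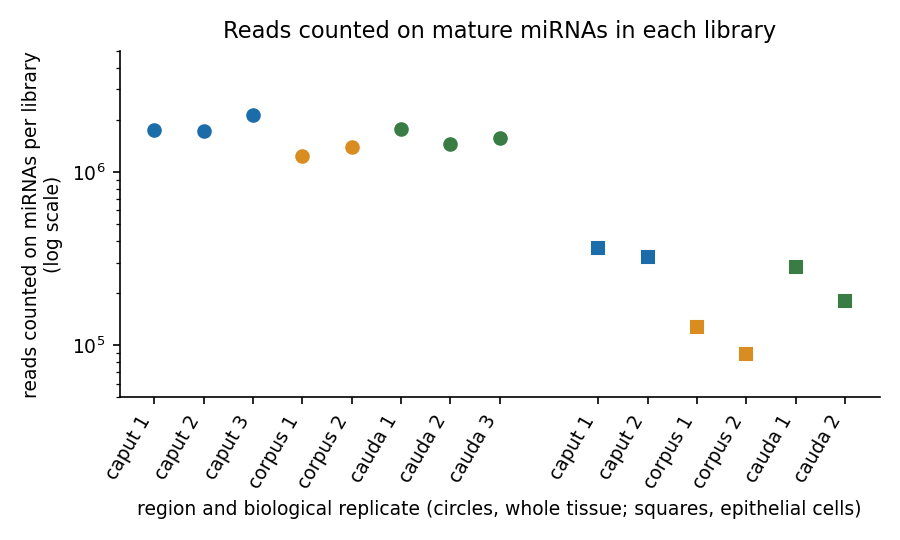
Reads counted on mature miRNAs in each library (log axis), by region and replicate, for whole tissue (circles) and isolated epithelial cells (squares). The epithelial libraries lie between 89039 and 362867 counts and the whole tissue libraries between 1243398 and 2135501.

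**Figure D2:**
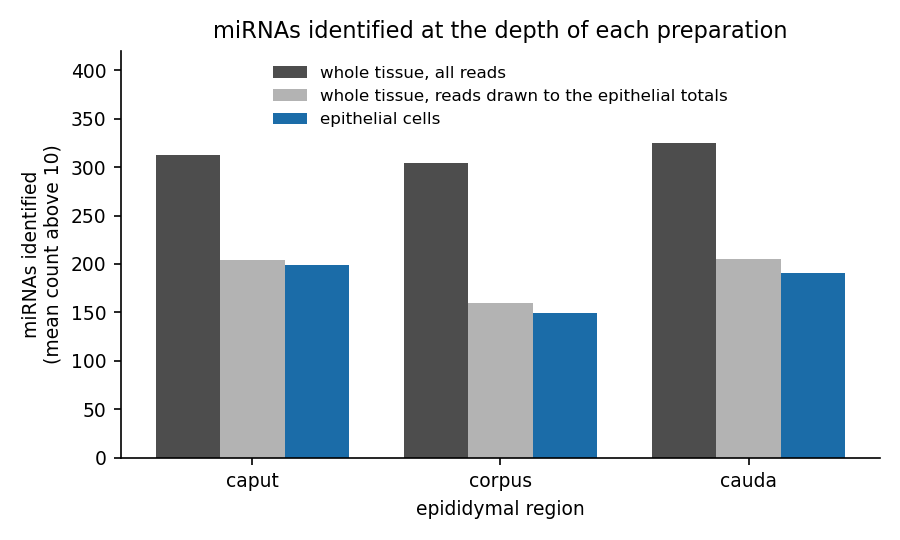
Number of miRNAs with a mean count above 10 in each region, for whole tissue with all reads, for whole tissue drawn down to the epithelial totals (medians of 20 draws) and for epithelial cells. In each region the bar of drawn-down whole tissue stands nearer to the epithelial bar than to that of all reads.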

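The 22 miRNAs identified in epithelial cells and not in whole tissue carry names that the whole tissue table does not list (0 of 22 listed). Of these, 18 were identified in whole tissue under the same name with the letter a added, such as miR-21-5p, which whole tissue lists as miR-21a-5p, miR-126-5p and miR-145-5p. The remaining 4, named after their values had been seen, were miR-3107-5p, whose counts equal those of miR-486-5p, miR-374-5p, miR-3096-5p and miR-720. In epithelial cells the median abundance of the 22 was 160.2 CPM by library totals, against 252 for all 216 identified miRNAs, and their median percentile among the 216 was 41.0. The median percentile of the remaining 4 was 21.1. A mean count above 100 was found for 9 of the 22, and the highest was that of miR-21-5p, with a mean count of 7459.5.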

Of the novel miRNAs detected in this assay, several (23) were present in low abundance raising the possibility that their signal may have been masked during the analysis of whole tissue preparations. Within the epithelial cell miRNA profile, two thirds (144) were conserved across all epididymal regions, with only 16% being exclusively expressed in any one epididymal region (Fig 4A). These results compare favorably with the data obtained for whole epididymal tissue, with a noteworthy feature of both analyses being that few miRNAs were uniquely detected in the corpus (5/370 and 0/218, respectively) (Figs 2A and 4A). Similarly, only a relatively small subset of miRNAs displayed expression levels that differed significantly between the caput/corpus and corpus/cauda (15% and 12%, respectively) (Fig 4B and S2 Table). 

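In epithelial cells, 142 of the identified miRNAs (65.7%) had a mean count above 10 in every region. With each library left out in turn the number lay between 130 and 147. It was lowest, at a median of 113, with every epithelial library drawn down to the total of the smallest one. A further 35 (16.2%) were identified in 1 region only, of which 24 were in the caput, 0 in the corpus and 11 in the cauda, and leaving out single libraries gave between 32 and 40. Whole tissue at the epithelial totals gave medians of 152.5 miRNAs in all regions (65.9%) and 46 in 1 region only (19.7%).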

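The 5 miRNAs identified only in the corpus of whole tissue, named after their values had been seen, were miR-211-5p with a mean count of 65.5 over the 2 corpus libraries, miR-3475-3p with 16.5, miR-324-3p with 16, miR-3082-3p with 13 and miR-190a-3p with 10.5. The counts of miR-211-5p include fractions. In epithelial cells 0 miRNAs were identified only in the corpus, where the mean total count of the caput libraries was 3.18 times that of the corpus libraries. When the libraries of a preparation were drawn down to 1 total, the median number found only in the corpus was 9 in whole tissue and 5 in epithelial cells. Whole tissue drawn down to the totals of the epithelial libraries gave 0 found only in the corpus, against 23.5 only in the caput and 21 only in the cauda.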

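In 1 limma-voom fit of the 6 epithelial libraries, 25 of 205 miRNAs (12.2%) were differentially expressed between caput and corpus, 13 higher and 12 lower in the corpus. Between corpus and cauda 21 of 192 (10.9%) were differentially expressed, 13 higher and 8 lower in the cauda. The counts moved most when all 551 miRNAs with at least 1 count were tested, to 53 (9.62%) and 37 (6.72%). From caput to corpus, library totals moved the median change up by 0.16 (log2) and gave 27 differentially expressed miRNAs (18 rising, 9 falling), while DESeq2's size factors moved it up by 0.10 and gave 28 (18 rising, 10 falling). DESeq2's Wald test gave 27 (18 rising, 9 falling). With the replicate number of the sample titles as a block, the counts were 27 from caput to corpus and 22 from corpus to cauda. As a check of that pairing, the deviations from the region mean of same-numbered libraries were correlated across miRNAs, which are not independent replicates, with r = 0.199 for caput and corpus and r = -0.139 for corpus and cauda. Pairing replicate 1 of the corpus with replicate 2 of the cauda, an alternative chosen after seeing the data, gave 32 differentially expressed miRNAs. Without either of the cauda libraries the count from caput to corpus was 30, and without either of the caput libraries the count from corpus to cauda was 8 or 17. By FDR alone, 22 of the 25 miRNAs below 0.05 in the paper's S2 Table from caput to corpus were also below it here (29 here, among 162 compared), and 17 of the paper's 21 from corpus to cauda (19 here, among 156 compared).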

More prominent changes were observed when comparisons were conducted over the entire length of the tract with almost a quarter (24%) of all miRNAs being characterized by significant variations in expression between the caput/cauda epididymis (Fig 4B and S2 Table). 

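Between caput and cauda, 56 of the 216 miRNAs identified in epithelial cells (25.9%) were differentially expressed, with 30 higher and 26 lower in the cauda. Testing only the miRNAs with at least 10 counts in every library moved the count most, to 28 (20.9% of those tested), and testing all with at least 1 count gave 68 (12.3%). Library totals moved the median change up by 0.19 (log2) and gave 58 (39 rising, 19 falling), and the Wald test gave 50 (32 rising, 18 falling). Deviations of same-numbered caput and cauda libraries had r = -0.181 across miRNAs, which are not independent replicates. A block of the numbers in the titles gave 52, and the crossed pairing, chosen after seeing the data, gave 67. Without either corpus library the count was 60. Of the 57 miRNAs with an FDR below 0.05 in the paper's S2 Table, 53 also had one here (66 here, among 170 compared). Of the 5 largest rises in which both cauda libraries lay above both caput libraries, 2 are not shown in Fig. 5C. They are miR-409-5p, which was at least 6.32-fold higher in the cauda, and miR-881-3p. miR-881-3p rose from 30.2 ± 2.98 CPM (SD, n = 2) to 326 ± 182 (SD, n = 2), a log2 fold change of 3.21 (standard error 0.65, adjusted p = 0.0078 from limma).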

Although these data suggest that the spatial patterns of miRNA expression are not clearly demarcated by the broad intrasegmental boundaries of the caput, corpus and cauda, quantitative analysis of differentially expressed miRNAs revealed that many underwent substantial fold changes between the caput/corpus and corpus/cauda (Fig 5). 

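All 12 miRNAs shown in Fig. 5A were differentially expressed between caput and corpus, 7 of them rising with log2 fold changes between 1.62 and 4.81 and 5 falling with log2 fold changes between -4.34 and -2.02. The largest was the rise of miR-196a-5p, from 34.9 ± 3.63 CPM (SD, n = 2) to 1027 ± 154 (SD, n = 2), a log2 fold change of 4.81 (standard error 0.36, adjusted p = 0.00018 from limma). miR-582-5p had 0 counts in the corpus and was at least 1.32-fold lower there. Of the 13 miRNAs shown in Fig. 5B, 12 were differentially expressed between corpus and cauda, 6 rising with log2 fold changes between 1.82 and 3.39 and 6 falling with log2 fold changes between -3.16 and -1.04. The other, miR-365-3p, was at least 2.01-fold higher in the cauda with an adjusted p of 0.083, and was differentially expressed under 2 of 8 alternatives, over which its adjusted p ranged from 0.0012 to 0.14. miR-139-5p had 0 counts in the corpus and was at least 1.93-fold higher in the cauda. All 14 miRNAs shown in Fig. 5C were differentially expressed between caput and cauda, 6 rising with log2 fold changes between 2.60 and 5.61 and 8 falling with log2 fold changes between -5.19 and -1.97. Lower bounds apply to miR-669a-5p (at least 3.11-fold lower in the cauda), miR-9-3p (at least 2.58-fold lower) and miR-465a-5p (at least 6.88-fold higher). The largest adjusted p among the differentially expressed miRNAs was 0.016 in Fig. 5A, 0.034 in Fig. 5B and 0.041 in Fig. 5C. Some alternatives did not call a miRNA, which was the case for miR-582-5p (called under 6 of 7), miR-139-5p (6 of 8), miR-200c-3p from corpus to cauda (8 of 9), miR-10a-3p (7 of 8), miR-669a-5p (5 of 8) and miR-9-3p (7 of 8). Fractions occur in the counts of miR-204-5p, miR-146b-5p, miR-141-3p, miR-669a-5p and the pair miR-486-5p and miR-3107-5p. From the small shares that differ between neighbouring regions, the paper proposes that spatial patterns are not clearly demarcated by the boundaries of the regions, and from the values of Fig. 5 it states that many differentially expressed miRNAs change substantially.

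**Figure D3:**
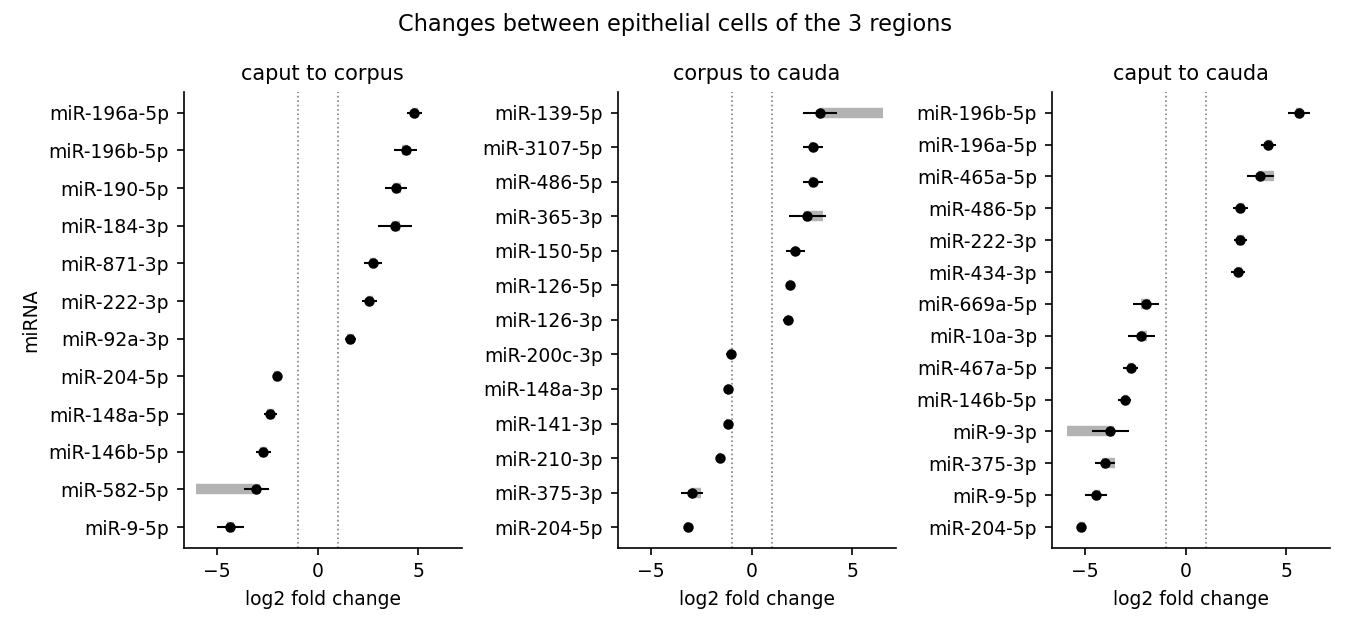
Log2 fold change with its standard error for the miRNAs of Fig. 5 in epithelial cells, in a panel for each comparison of regions. Grey bands give the range over the alternatives and dotted lines mark 2-fold, and only the bars of miR-365-3p belong to a miRNA that was not differentially expressed.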

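The gene of miR-196b-5p, Mir196b, lies on chromosome 6 of GRCm38 from 52230081 to 52230165 on the minus strand, in an exon of Hoxa9. In epithelial cells miR-196b-5p had 63.0 ± 38.8 CPM in the caput (SD, n = 2), 1211 ± 10.2 in the corpus (SD, n = 2) and 3014 ± 1393 in the cauda (SD, n = 2). Its log2 fold change from caput to cauda was 5.61 (standard error 0.55, adjusted p = 0.00055 from limma), which is 49.0-fold. The log2 fold change lay between 5.51 and 5.80 under the alternatives and between 5.01 and 6.34 with each library left out in turn. Mir204 lies on chromosome 19 from 22750605 to 22750672 on the plus strand, in an intron of Trpm3. miR-204-5p, whose counts include fractions, had 25487 ± 1295 CPM in the caput (SD, n = 2), 6297 ± 1191 in the corpus (SD, n = 2) and 705 ± 106 in the cauda (SD, n = 2). Its log2 fold change was -5.19 (standard error 0.21, adjusted p = 1.6e-06 from limma), a 36.4-fold fall. Under the alternatives it lay between -5.32 and -5.01, and between -5.34 and -4.96 with each library left out in turn.

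**Figure D4:**
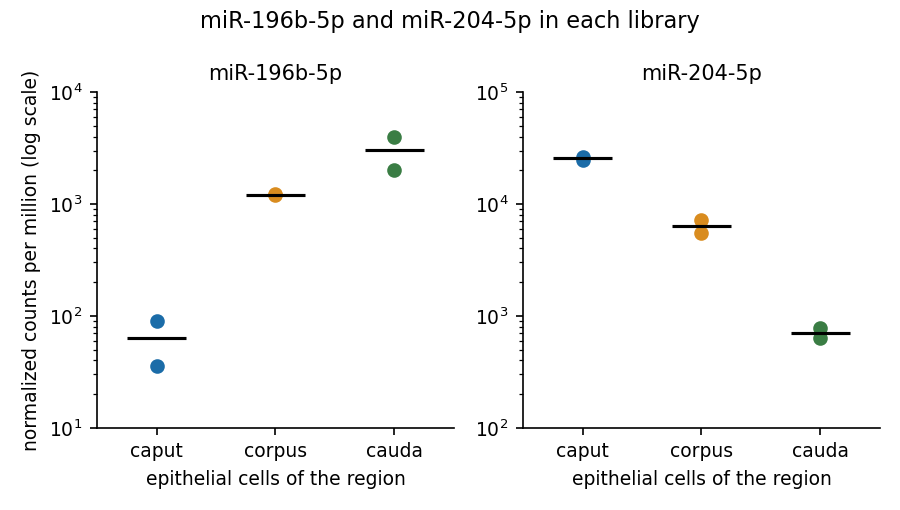
TMM-normalized CPM (log axis) of miR-196b-5p and miR-204-5p in each epithelial library by region, with a line at the mean of each region. The mean of miR-196b-5p rises from 63.0 in the caput to 3014 in the cauda and that of miR-204-5p falls from 25487 to 705.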

Among the clearest examples of these, *miR-196b-5p* experienced a 45-fold increase in expression between the caput and caudal regions, while conversely *miR-204-5p* was down-regulated by approximately 39-fold over the same regions (Fig 5C). Importantly, we recorded consistent results across each biological replicate both in terms of the overall number of miRNA reads (S2 Table) and the relative fold change between regions (Fig 6).

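Between the 2 epithelial libraries of a region, the log-scale CPM of the 216 identified miRNAs had a Pearson r of 0.986 in the caput, 0.960 in the corpus and 0.971 in the cauda. This r is across miRNAs, which are not independent replicates. The 2 replicates lay within 2-fold of each other for 94.9% of the miRNAs in the caput, 82.9% in the corpus and 86.1% in the cauda. Over miRNAs with at least 20 counts in the pair, chi-square per degree of freedom was 29.8 in the caput, 11.0 in the corpus and 75.5 in the cauda, where counting noise alone gives 1. In whole tissue, r between libraries of a region lay between 0.981 and 0.993 across 360 miRNAs, between 93.1 and 95.3% of them lay within 2-fold, and chi-square per degree of freedom lay between 15.7 and 73.0.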

**Fig 4:**
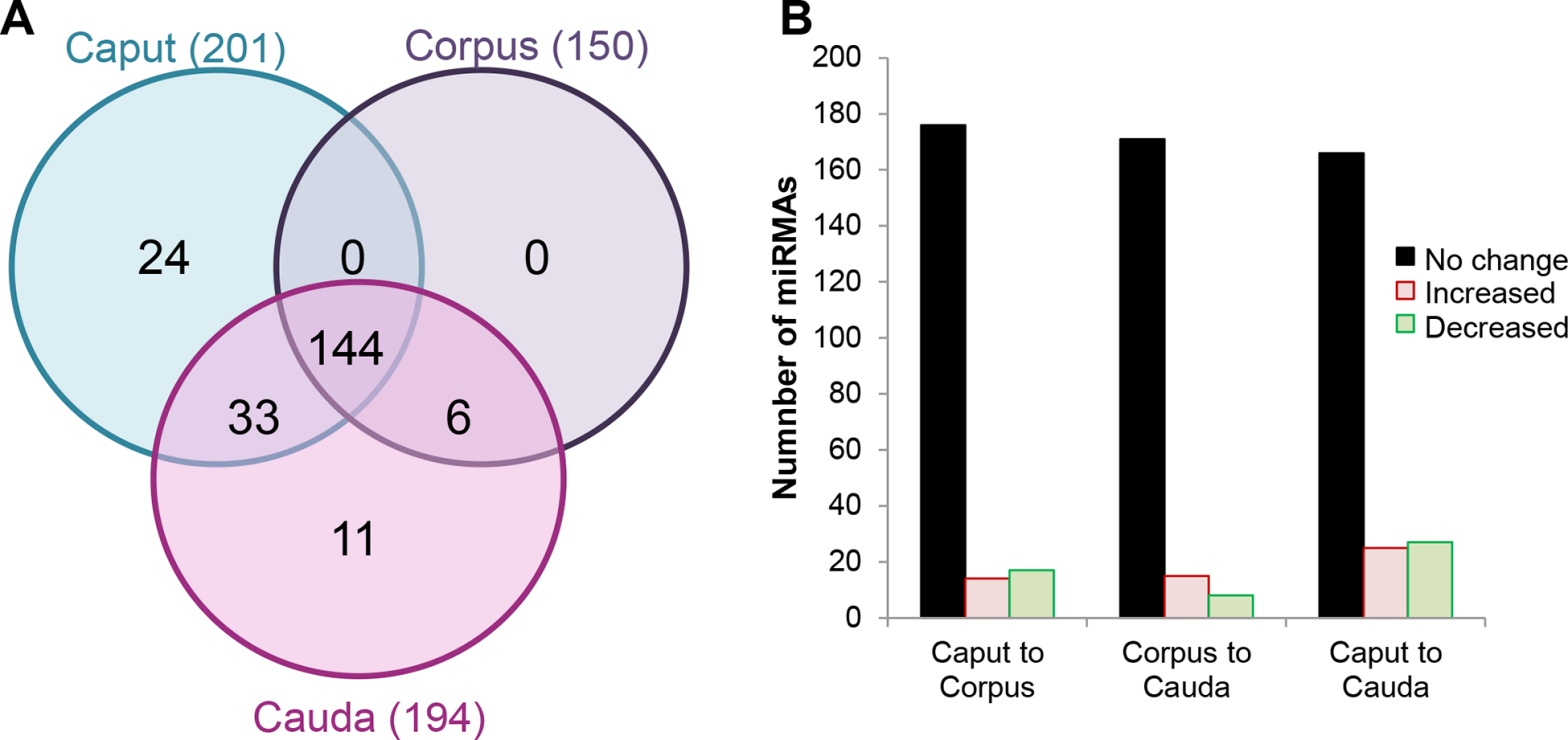
Determination of the miRNA signature present in enriched populations of epididymal epithelial cells. (A) Venn diagram depicting the number of miRNAs that were identified by next generation sequencing and their disruption within the epithelial cells of caput, corpus and caudal regions of the adult mouse epididymis. (B) Graphical representation of miRNA distribution highlighting the number of significantly up- and down-regulated (threshold = ± ≥ 2 fold change and false discovery rate of < 0.05) miRNAs positively identified in the epithelial cells of each epididymal region. For the purpose of these analyses, an average count value of >10 across two biological replicates was used as the threshold for positive identification of each miRNA.

**Fig 5:**
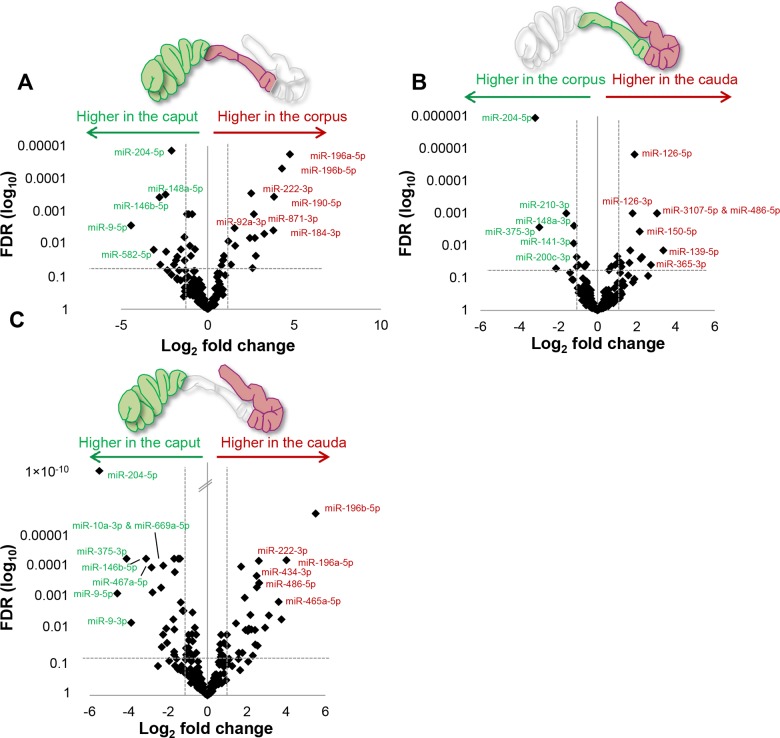
Volcano plots depicting the fold changes in miRNAs identified as being deferentially expressed within enriched populations of epididymal epithelial cells. Volcano plots highlighting the fold changes (x-axis) and false discovery rate (y-axis) of miRNAs that were identified as being differentially expressed in the epithelium between the (A) caput/corpus (B) corpus/cauda and (C) caput/cauda epididymis. Dotted lines depict thresholds values for significantly up- and down-regulated (± ≥ 2 fold change and false discovery rate of < 0.05) miRNAs identified between each epididymal region.

**Fig 6:**
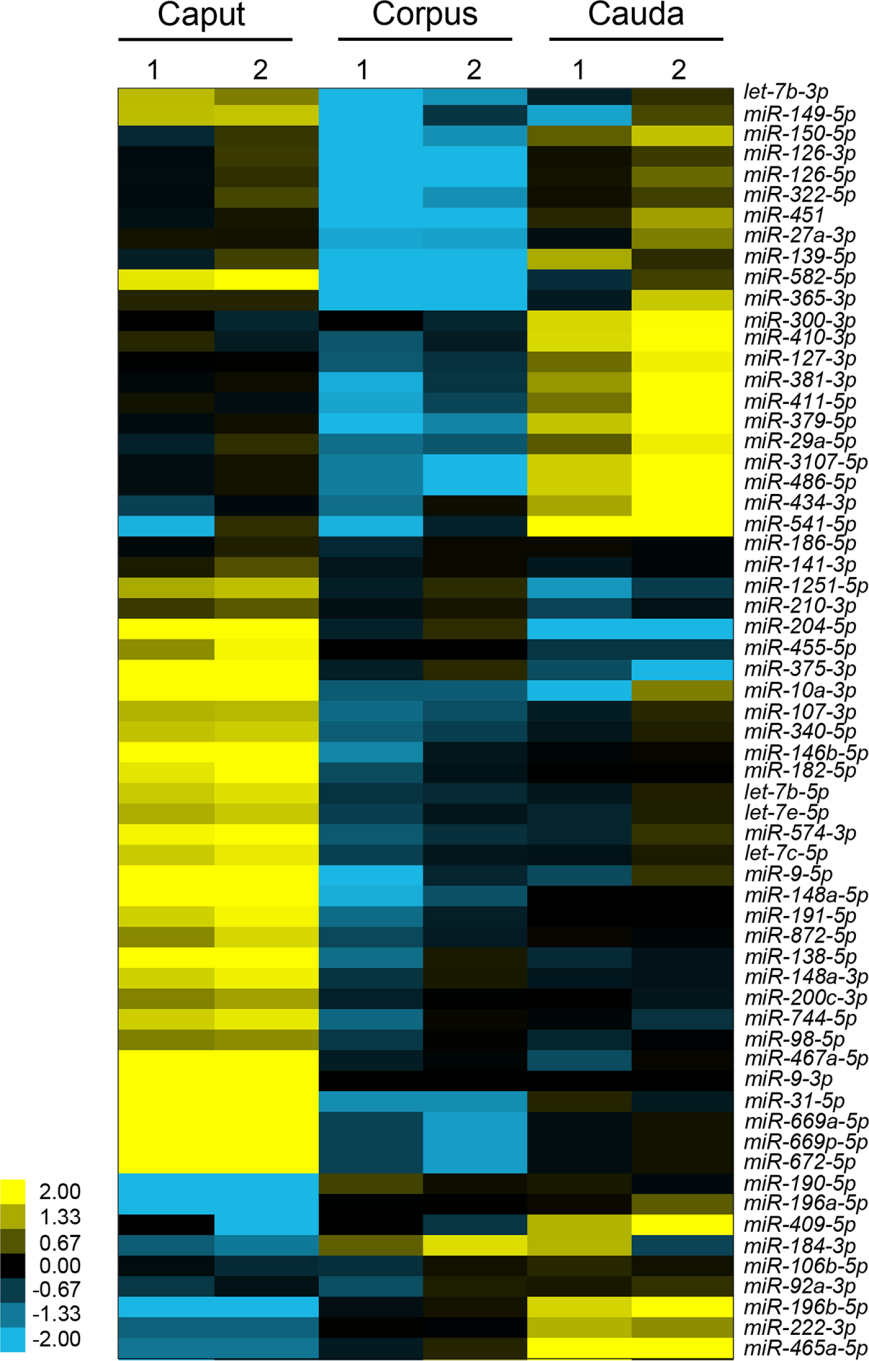
Analysis of the variability in miRNA expression between biological replicates. Hierarchical clustering of a subset of miRNAs that were identified as being differentially expressed between the epithelial cells from the caput/corpus, corpus/cauda, and caput/cauda was performed to assess overall variability between biological replicates. Cells within the matrix depict the relative expression level of a single miRNA within the 9 (caput/corpus)—12 (cauda) biological samples represented in each replicate. Yellow and blue shading represents the expression level (log_2_ fold change) above and below the median for this miRNA in all epithelial samples (caput, corpus, and cauda) analyzed, respectively.

The deep sequencing strategy employed in the present study also afforded insight into the relative expression levels of the two mature products arising from each miRNA precursor within the epididymis (S1 Table). 

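In epithelial cells, both arms of 32 precursors had a mean count above 10 in at least 1 region. For 30 of them the same arm had the higher mean count in every region, and for 26 in every library. The exceptions among the regions, named after their values had been seen, were miR-34b and miR-582. Over all regions the dominant arm exceeded the other by a median of 15.7-fold, and by at least 10-fold for 19 precursors. The largest differences, also chosen after their values had been seen, were those of miR-10a (1442-fold) and miR-22 (1299-fold). The 5p arm was dominant for 16 precursors and the 3p arm for 15, and for miR-582 the arms had equal counts over all regions. With 1 count in any region as the requirement, which moved the number most, the same arm was dominant in every region for 94 of 125 precursors.

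**Figure D5:**
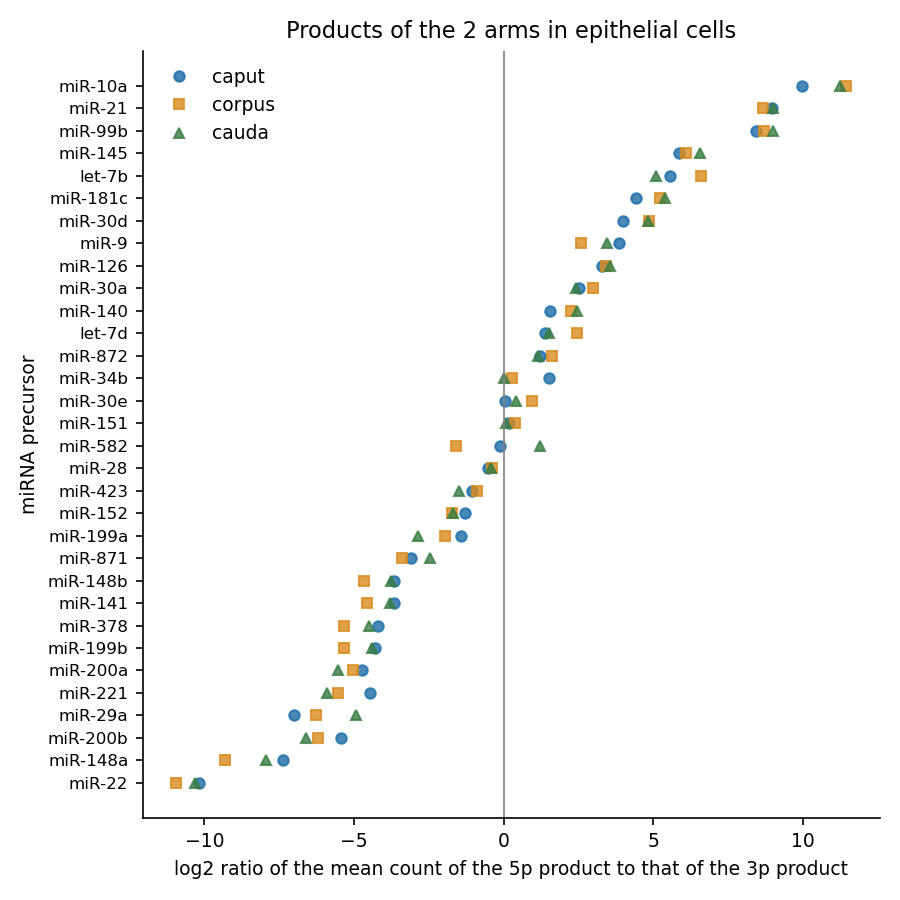
Log2 ratio of the mean count of the 5p arm to that of the 3p arm, with 0.5 added to both, for the 32 precursors in the caput, corpus and cauda of epithelial cells. The 3 regions of a precursor lie on the same side of 0 except for miR-34b and miR-582.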

Where products arising from both the 5′ and 3′ arm of a precursor mir hairpin were detected, one form generally displayed dominant expression throughout each epididymal region (Fig 7). 

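miR-29a-3p and miR-29a-5p had mean counts of 1596.5 and 12 in the caput of epithelial cells, 466.5 and 5.5 in the corpus and 965 and 31 in the cauda. The ratio of the 3p to the 5p count was 137 ± 23.8 in the caput (SD, n = 2), 84.7 ± 1.84 in the corpus (SD, n = 2) and 34.1 ± 10.8 in the cauda (SD, n = 2). In the cauda the ratio of the mean counts was 31.1, and the single libraries gave 26.4 and 41.7. Whole tissue, whose libraries are deeper, gave ratios of 359 ± 50.6 (SD, n = 3), 255 ± 23.0 (SD, n = 2) and 201 ± 5.07 (SD, n = 3) in the same order of regions.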

For instance, in the case of *miR-29a*, which has previously been implicated in androgen signaling within the mouse epididymis, the predominant product originated from the 3′ arm (*miR-29a-3p*) and was expressed at levels that were at least 30-fold higher than that of the alternative 5′ arm product (*miR-29a-5p*) (Fig 7A). These data accord with other tissues in which *miR-29a-3p* has also been shown to represent the predominant product generated from the *mir-29a* precursor (miRBASE).

**Fig 7:**
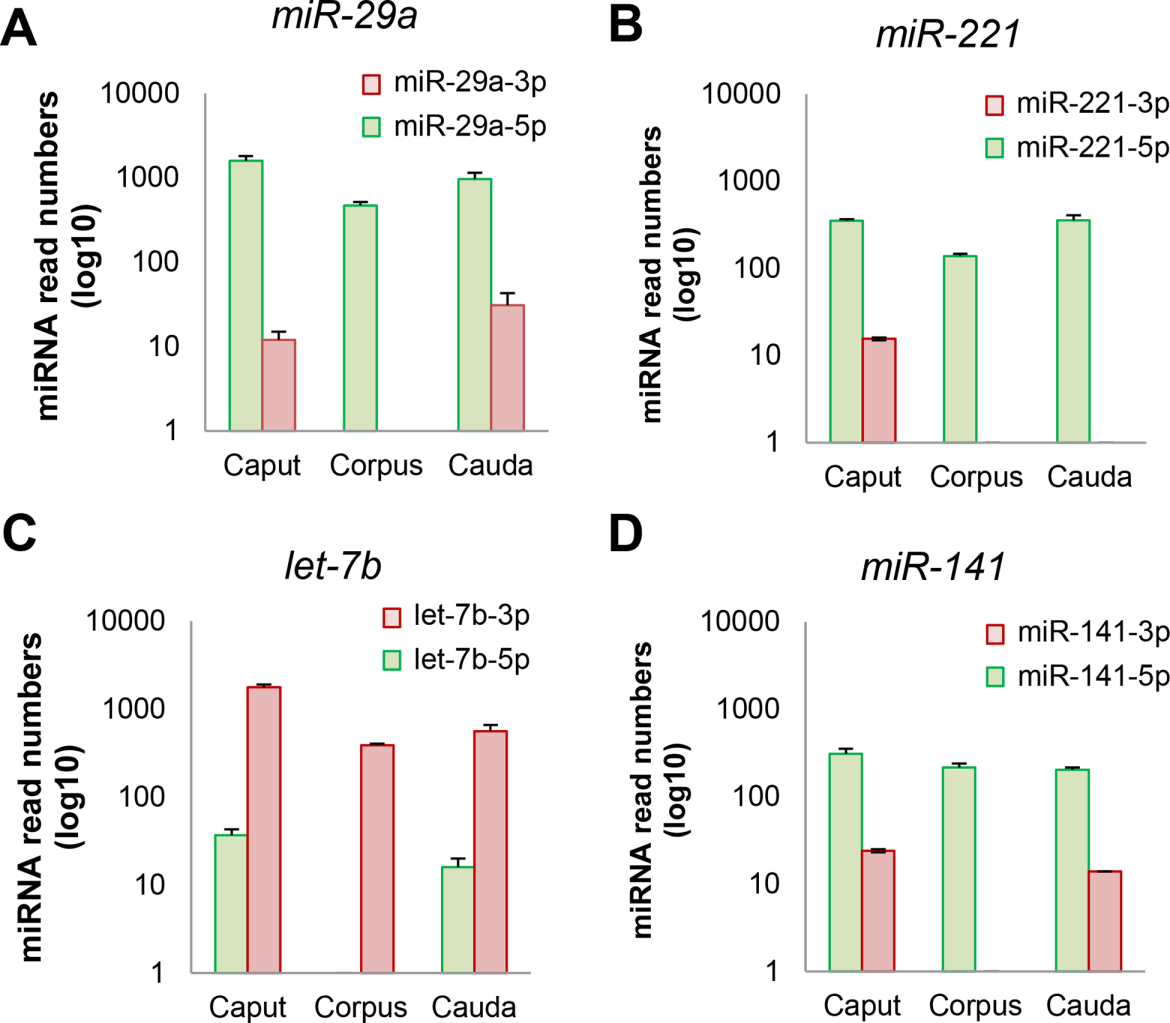
Determination of the relative expression levels of the mature products arising from representative miRNA precursors within the epididymis. Next generation sequencing revealed the relative expression levels of the two mature products arising from each miRNA precursor within the epididymis. Where products arising from both the 5′ and 3′ arm of a precursor mir hairpin were detected, one form generally dominated the expression profile throughout each epididymal region.

### Validation of Differentially Expressed miRNAs

In order to authenticate the next generation sequence data, nine differentially expressed miRNAs were selected for targeted validation using qRT-PCR. These candidate miRNAs included representatives that exhibited regulated patterns of expression from each of the two primary classes detected, namely: those with highest expression in the caput (*let-7c-5p*, *let-7b-5p*, *miR-375-3p*, *miR-9-5p*, *miR-467d-3p*, and *miR-200c-3p*), or highest expression in the cauda (*miR-410-3p*, *miR-486-5p*, and *miR470c-5p*) epididymis. 

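Among the candidates listed for the caput, let-7c-5p fell from 46194 ± 4281 CPM in the caput of epithelial cells (SD, n = 2) to 29097 ± 1901 in the corpus (SD, n = 2) and 18710.4 ± 643 in the cauda (SD, n = 2), a log2 fold change from caput to cauda of -1.30 (standard error 0.15, adjusted p = 0.00087 from limma). let-7b-5p had a log2 fold change of -1.26 (adjusted p = 0.00091), and the counts of both let-7 miRNAs include fractions. miR-375-3p (log2 fold change -4.01, adjusted p = 0.00091) and miR-9-5p (-4.48, adjusted p = 0.00087) were also differentially expressed. miR-200c-3p had 4145 ± 383 CPM in the caput (SD, n = 2), 4682 ± 36.5 in the corpus (SD, n = 2) and 2341 ± 683 in the cauda (SD, n = 2). Its log2 fold change from caput to cauda was -0.86 (adjusted p = 0.016), short of 2-fold here and under all 9 alternatives, over which the adjusted p ranged from 0.0026 to 0.077, while with each library left out in turn it lay between -1.16 and -0.49. miR-467d-3p had a mean count of 5.75 in the caput and 0 in the corpus and cauda, and was not identified. Among those listed for the cauda, miR-410-3p rose by a log2 fold change of 2.60 (adjusted p = 0.0012), from 68.5 ± 21.9 CPM in the caput (SD, n = 2) to 413 ± 117 in the cauda (SD, n = 2). miR-486-5p, whose counts equal those of miR-3107-5p and which stands on the list of red blood cell markers used here, rose by 2.72 (adjusted p = 0.0014), from 278 ± 34.7 (SD, n = 2) to 1909.9 ± 863 (SD, n = 2), with 243 ± 142 in the corpus (SD, n = 2). For miR-470c-5p the table lists miR-470-5p, which rose by 2.17 (adjusted p = 0.021), from 69.3 ± 38.7 (SD, n = 2) to 328 ± 179 (SD, n = 2), with a mean of 388 ± 187 in the corpus (SD, n = 2). Between caput and corpus its log2 fold change was 2.52 (adjusted p = 0.023). From caput to corpus miR-486-5p changed by -0.31 (adjusted p = 0.71), between -0.86 and 0.35 with each library left out in turn.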

All qRT-PCR experiments were performed in triplicate using pooled biological samples (n = 3 animals/sample) that differed from those employed for next generation sequence analyses. In each experiment, the U6 small nuclear RNA was employed as an endogenous control to normalize the expression levels of target miRNAs. This analysis confirmed that eight of the nine target miRNAs were indeed differentially expressed within the epididymis (Fig 8). Furthermore, each of these eight targets displayed an expression profile that closely mirrored the trends identified by next generation sequence analysis (Fig 8). In this context, qPCR confirmed highly significant down-regulation of *let-7c-5p*, *let-7b-5p*, *miR-375-3p*, *miR-467d-3p*, and *miR-200c-3p* between the proximal and distal epididymal segments. It also highlighted the caput-specific expression of *miR-9-5p*, and confirmed a significant up-regulation of *miR-486-5p* and *miR470c-5p* between the caput and corpus epididymis. Only *miR-410-3p* failed to present significant changes in expression, however this result may be attributed to the relatively low absolute expression of this miRNA (Fig 8). Taken together, these findings suggest that our data faithfully report the spatial patterns of mouse epididymal miRNA signatures.

**Fig 8:**
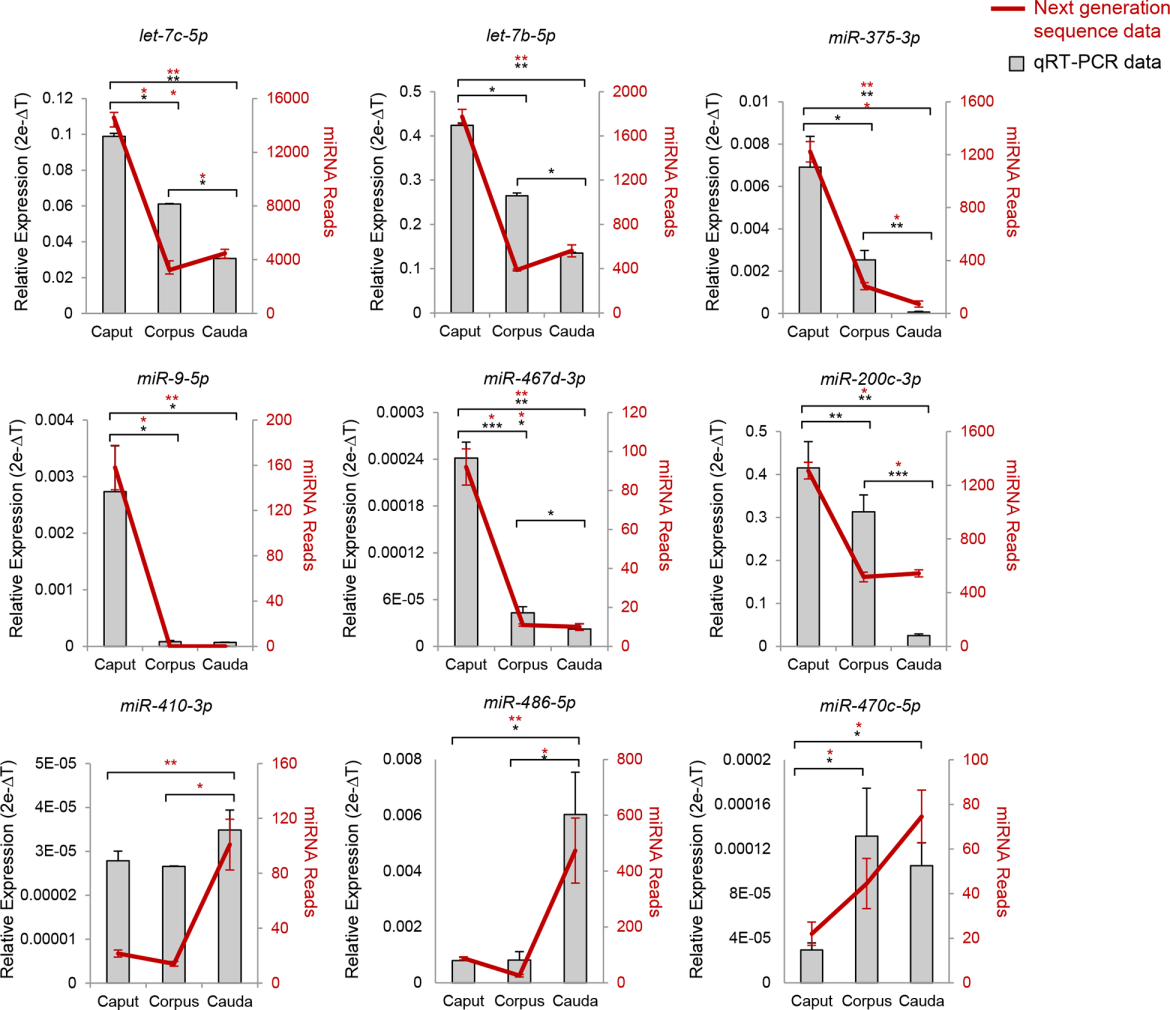
qRT-PCR validation of differentially expressed miRNAs within the mouse epididymis. In order to verify the next generation sequence data, nine differentially expressed miRNAs were selected for targeted validation using qRT-PCR, including representatives with highest expression in the proximal (caput: *let-7c-5p*, *let-7b-5p*, *miR-375-3p*, *miR-9-5p*, *miR-467d-3p*, and *miR-200c-3p*) and distal (cauda: *miR-410-3p*, *miR-486-5p*, and *miR470c-5p*) epididymis. qRT-PCR experiments were performed in triplicate using pooled biological samples (n = 3 mice / sample) differing from those employed for next generation sequence analyses. The U6 small nuclear RNA was employed as an endogenous control to normalize the expression levels of target miRNAs. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001.

Having identified significant changes in miRNA expression within the epididymal epithelium, we next examined their functional significance by using an *in silico* analysis of published transcriptomic databases [3,31,32] to correlate miRNA and validated mRNA target expression levels throughout the epididymis. This approach proved effective at identifying several mRNAs whose relative levels of expression were positively correlated with that of their targeting miRNA(s), a subset of which are represented in Fig 9. These studies were therefore extended by employing a knockdown strategy in which an immortalized mouse caput epididymal epithelial cell line (mECap) was co-transfected with a cherry red reporter and miRNA mimics of either *miR-200c*, *miR-486* (shown to be significantly up-regulated in the caput and caudal regions, respectively), or a scrambled negative control (*mir*Vana). At 24 h post-transfection, cells were harvested, the transfection efficiency was calculated (25–70%) and the relative levels of validated target mRNAs determined by qRT-PCR. As shown in Fig 10 this strategy proved effective in eliciting a significant reduction in the expression of both *Mapk14* (targeted by *miR-200c*) (Fig 10A) and *Foxo1* (targeted by *miR-486*) (Fig 10B) mRNA. The specificity of this post-transcriptional knockdown strategy was confirmed by the absence of a similar effect in mECap cells transfected with *mir*Vana scrambled controls.

**Fig 9:**
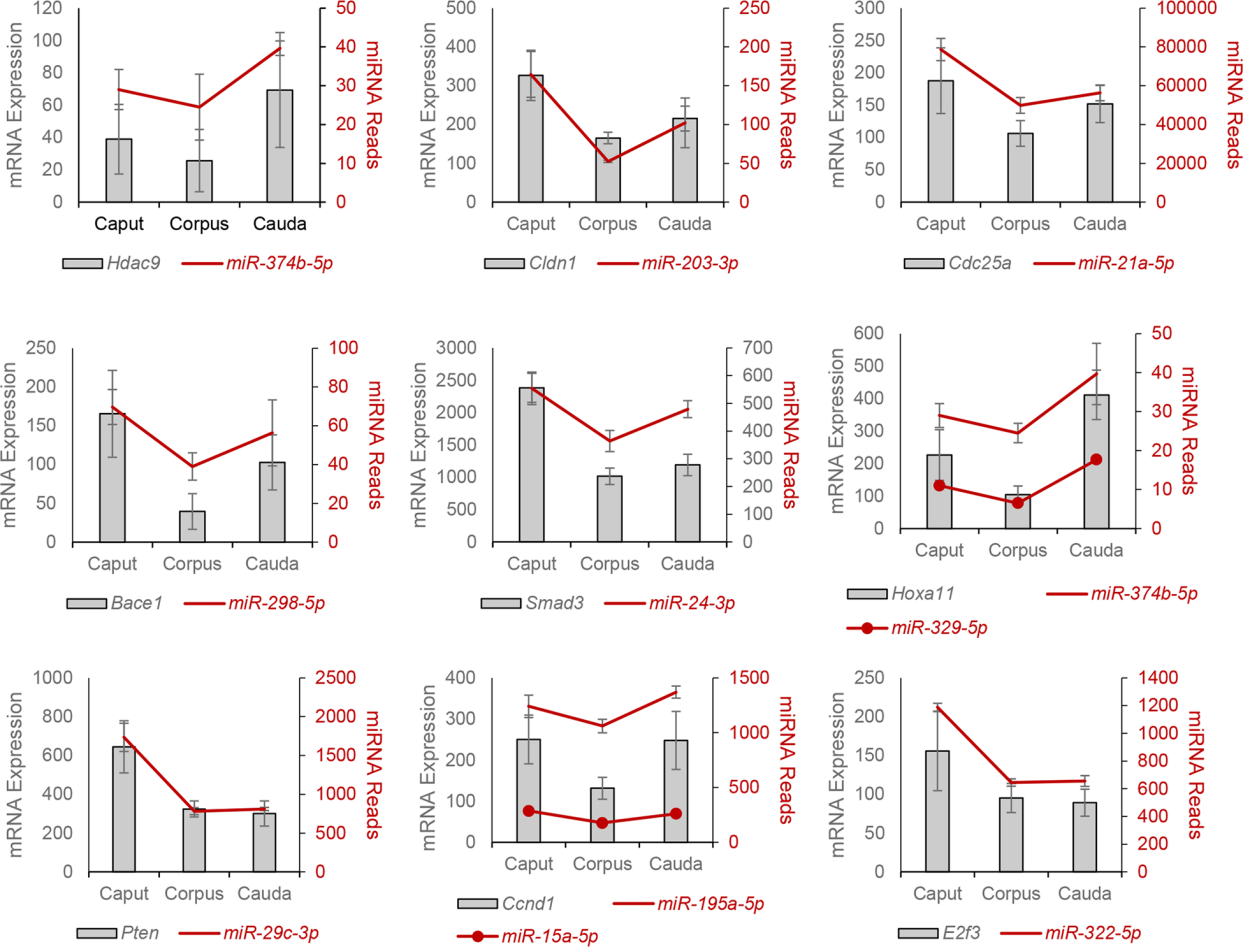
Correlation of miRNA expression profiles with that of their target mRNAs. An *in silico* analysis of published transcriptomic databases [3,31,32] was used to correlate miRNA and validated mRNA target (determined by IPA) expression levels throughout the epididymis. For the purpose of this comparison the mRNA expression levels reported in epididymal segments 2–5, 6–7, and 8–10 [3,31,32] were combined to represent overall expression in the caput, corpus, and cauda epididymis, respectively. A subset of 9 representative mRNA targets is depicted along with the relative levels of their targeting miRNA(s) as determined in the present study.

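The names in Fig. 9 are those of the whole tissue table, and the values here are from whole tissue. After TMM normalization, 7 of the 10 miRNAs were lowest in the corpus, while miR-21a-5p, miR-29c-3p and miR-322-5p were lowest in the cauda. With the counts as deposited, not normalized, all 10 were lowest in the corpus, and with library totals 5 were. Of the 3 region comparisons, each had 1 of the 10 differentially expressed, named here after their values had been seen. miR-203-3p fell from 104 ± 36.7 CPM in the caput (SD, n = 3) to 36.8 ± 1.90 in the corpus (SD, n = 2), a log2 fold change of -1.42 (standard error 0.40, adjusted p = 0.012 from limma), with 56.6 ± 25.0 in the cauda (SD, n = 3). miR-329-5p rose from 4.58 ± 0.92 CPM in the corpus (SD, n = 2) to 10.2 ± 1.23 in the cauda (SD, n = 3), a log2 fold change of 1.09 (adjusted p = 0.027), and was called under 5 of 8 alternatives, over which the adjusted p ranged from 0.015 to 0.23. miR-29c-3p had a log2 fold change of -1.21 from caput to cauda (adjusted p = 1.1e-06), and was called under 8 of 9 alternatives.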

**Fig 10:**
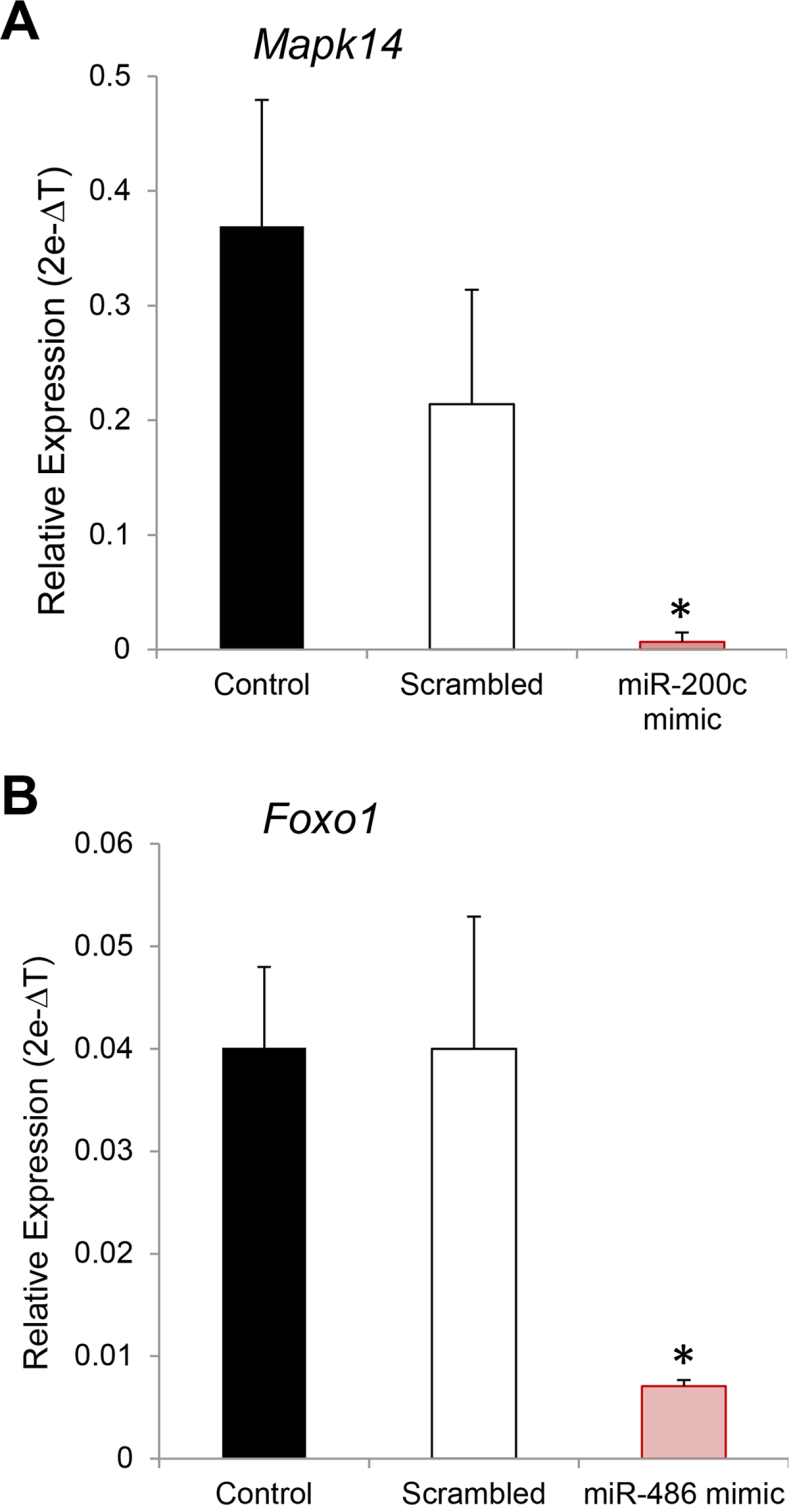
Examination of miRNA target gene knockdown. To confirm the functional significance of epididymal miRNAs, an immortalized mouse caput epididymal epithelial cell line (mECap) was co-transfected with a cherry red reporter and miRNA mimics of either (A) *miR-200c*, (B) *miR-486*, or a scrambled negative control (*mir*Vana). At 24 h post-transfection the relative levels of validated target mRNAs (*Mapk14* and *Foxo1*, respectively) were determined by qRT-PCR. These experiment were replicated three times and data are presented as mean ± SEM. * *P* < 0.05.

### The epididymal miRNA Signature Appears to be Poorly Conserved between Species

By exploiting the results of independent studies [7,12], we next sought to examine the level of conservation that exists between the miRNA signature of the mouse, rat and human epididymis. This survey focused on miRNAs identified in whole epididymal tissue (S1 Table) owing to the fact that previous global profiling studies have not been conducted on isolated epididymal cells. In addition, we were not able to distinguish between the two mature products arising from each miRNA precursor. Working within these limitations, and those associated with the alternative sequencing strategies based on commercially available miRNA microarrays that were employed in preceding work, our interrogation of known epididymal miRNAs revealed that only 21% (97/463) were conserved across the mouse, rat, and human (S3 Table). Interestingly, most of these conserved miRNAs (81%) were found to be expressed in the all epididymal regions (caput, corpus and cauda) in all species suggesting that they play fundamental house-keeping roles in the regulation of this tissue (S4 Table). As might be expected, the greatest level of similarity was observed in comparisons between the mouse and rat with approximately 42% of epididymal miRNAs identified in both species (143/341). In contrast, 31% (131/417) of miRNAs were detected in both the mouse and human epididymis. Interestingly, among the conserved miRNAs found in all epididymal regions, we identified 8/14 and 4/7 members of the *let-7* family (*let-7a—let-7f*, *let-7i*) and *miR-30* (*miR-30a*—*miR-30d*) family, respectively. 

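The whole tissue table lists 21 mature let-7 miRNAs, from 10 lettered members, and 17 of them, from 9 lettered members, were identified in all 3 regions. All 11 mature miR-30 miRNAs, from 5 lettered members (miR-30a to miR-30e), were identified in all regions. The let-7 miRNAs took between 5.94 and 7.98% of the counts of a whole tissue library, and the miR-30 miRNAs between 1.24 and 1.94%.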

The former family is of particular interest owing to its established role as a tumor suppressor and its high level of sequence and functional conservation across species [33]. Conversely, the 5 members of the *miR-888* cluster (*miR-890*, *miR-891a*, *miR-891b*, *miR-892a*, and *miR-892b*) that have been reported as being highly expressed in the corpus and caudal regions of the human epididymis [12] were not detected in our analysis of the mouse epididymis or in previous work on the rat epididymis [7].

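Neither table lists any of the 5 names of the miR-888 cluster (0 in whole tissue and 0 in epithelial cells), so that no count, 0 included, was recorded for them in any of the 14 libraries.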

This comparative analysis provided additional evidence for the differential expression of miRNAs in the epididymis of different species. 

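In whole tissue the mean count of miR-32-5p was 19.7 ± 4.16 in the caput (SD, n = 3), 6.5 ± 2.12 in the corpus (SD, n = 2) and 3.33 ± 4.16 in the cauda (SD, n = 3). miR-32-3p had 17.7 ± 4.04 in the caput (SD, n = 3), a mean of 3 in the corpus and 3.67 ± 0.577 in the cauda (SD, n = 3). For miR-33-3p the mean count was 17.7 ± 2.52 in the caput (SD, n = 3), 0.5 ± 0.707 in the corpus (SD, n = 2) and 4.33 ± 2.52 in the cauda (SD, n = 3). These 3 miRNAs passed a mean count of 10 in the caput only, and all had reads in the other regions. miR-33-5p, with mean counts of 7.33 in the caput, 3.5 in the corpus and 5 in the cauda, was not identified in any region.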

For instance, *miR-32* and *miR-33* were found to be restricted to the caput epididymis of the mouse, while being absent in all regions of the rat epididymis, and present in the caput, corpus, and cauda of the human epididymis (S4 Table). Similarly, *miR-133b*, *miR-137*, *miR-155*, and *miR499* were exclusively expressed in the caudal region of the mouse epididymis but were widely distributed throughout the rat and/or human epididymis (S4 Table). 

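In whole tissue, miR-133b-3p had a mean count of 0.833 in the caput, 2 in the corpus and 13.8 ± 11.0 in the cauda (SD, n = 3), where the single libraries ranged from 3 to 25. It stands on the list of smooth muscle markers used here. miR-137-3p had mean counts of 0.333 and 1 in the caput and corpus and 23.7 ± 6.43 in the cauda (SD, n = 3). For miR-155-5p, a leukocyte marker on that list, the mean was 4.33 ± 5.13 in the caput (SD, n = 3), 4 in the corpus and 16 ± 7.21 in the cauda (SD, n = 3). miR-499-5p had means of 0.667 and 1.5 in the caput and corpus and 23.7 ± 16.8 in the cauda (SD, n = 3), with single libraries from 9 to 42. All 4 passed a mean count of 10 in the cauda only, with reads present in the other regions.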

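Mean counts of miR-329-5p in whole tissue were 11 ± 1 in the caput (SD, n = 3), 6.5 in the corpus and 17.7 in the cauda, those of miR-329-3p 6.33, 6.5 and 16.3, and those of miR-350-3p 12.7 ± 4.62 (SD, n = 3), 5.5 ± 4.95 (SD, n = 2) and 16 ± 1 (SD, n = 3). By a mean count above 10, miR-329-5p and miR-350-3p were identified in the caput and cauda and not in the corpus, and miR-329-3p in the cauda only. All 3 had reads in the corpus, whose libraries were the smallest of whole tissue.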

Among a myriad of alternative interesting expression profiles, *miR-329* and *miR-350* displayed a biphasic pattern of expression in the mouse epididymis (being present in the caput and cauda, but absent in the corpus), but were entirely absent in the rat epididymis and present in all regions of the human epididymis (S4 Table).

### *In Silico* Analysis of miRNA Regulated Pathways in the Mouse Epididymal Epithelium

In order to gain an appreciation of the biological functions of miRNAs that are either uniformly or differentially expressed within the mouse epididymal epithelium, putative target genes were predicted through interrogation of Ingenuity Pathway Analysis (IPA) software using strict, experimentally validated filters. For both subsets of miRNAs, the putative target genes appeared to be involved in a range of biological processes with most of these mapping to the broad categories of regulating cellular, tissue, and organ development, cell-cell signaling and interaction, and cell death and survival (Fig 11A and 11B). Furthermore, within these categories we identified signaling cascades that are known to underpin key aspects of epididymal epithelium regulation and/or are implicated in sperm maturation/storage, suggesting that our analysis of miRNAs faithfully reported those of importance in epididymal function. For instance, among the 66 uniformly expressed miRNAs for which IPA assigned functions, we identified 12 candidates that have been implicated in androgen regulation, including: *let-7a-5p*, *miR-15a-5p*, *miR-17-5p*, *miR-19b-3p*, *miR-23a-3p*, *miR-24-3p*, *miR-27b-3p*, *miR-30a-5p*, *miR-34a-5p*, *miR-140-5p*, *miR-193a-3p*, *miR-205-5p* (S1 Fig). Similarly, within the differentially expressed pool of miRNAs, 10 were identified that are intimately involved in regulating intracellular trafficking pathways, including: *miR-7b-5p*, *miR-9-5p*, *miR-31-5p*, *miR-92a-3p*, *miR-106-5p*, *miR-126-3p*, *miR-150-5p*, *miR-204-5p*, *miR-222-3p*, *and miR-322-5p* (S2 Fig).

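Of these 12 miRNAs, 1 was differentially expressed between the caput and cauda of epithelial cells. It was miR-140-5p, named after its value had been seen, with a log2 fold change of 1.15 (standard error 0.38, adjusted p = 0.042 from limma). It was called under 6 of 9 alternatives, over which its adjusted p ranged from 0.0084 to 0.059. The log2 fold changes of the 12 lay between -0.39 and 1.15, with 8 rising and 4 falling. miR-205-5p, an epithelial marker on the list used here, rose by 0.96 (adjusted p = 0.0022) and passed 2-fold under 1 of 9 alternatives, library totals, while miR-30a-5p rose by 0.71 (adjusted p = 0.015). The falls of miR-34a-5p and miR-193a-3p, listed in the table as miR-193-3p, became rises under some scalings. Fractions occur in the counts of let-7a-5p, miR-19b-3p, miR-23a-3p and miR-27b-3p.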

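The epithelial table lists no miR-7b-5p, and miR-106b-5p was taken for miR-106-5p, so that 9 of these miRNAs were tested between the caput and cauda of epithelial cells, and 6 were differentially expressed. miR-31-5p had a log2 fold change of -2.01 (standard error 0.35, adjusted p = 0.0041 from limma), miR-222-3p of 2.71 (adjusted p = 0.00087) and miR-150-5p, a leukocyte marker on the list used here, of 1.56 (adjusted p = 0.0090). miR-92a-3p rose by 1.10 (adjusted p = 0.017) and was called under 7 of 9 alternatives, and the other two were miR-9-5p and miR-204-5p, the second with fractions among its counts. Not differentially expressed were miR-106b-5p (log2 fold change 0.93, adjusted p = 0.0503), miR-126-3p (0.55, adjusted p = 0.064), an endothelial marker on the list used here, and miR-322-5p (0.51, adjusted p = 0.15). miR-106b-5p was called under 1 of 9 alternatives, with library totals.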

**Fig 11:**
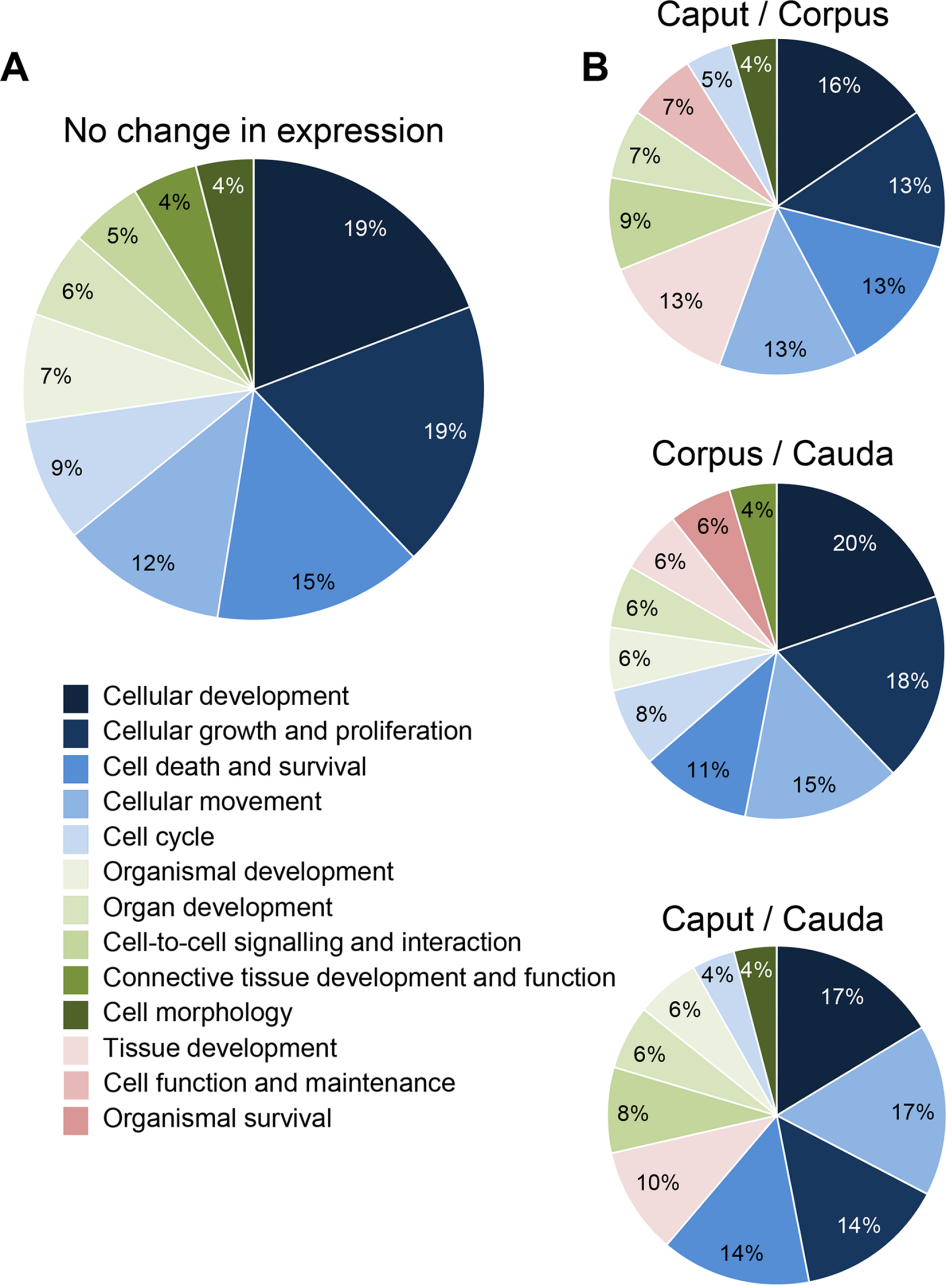
Key pathways regulated by epididymal miRNAs. Biological functions of miRNAs that were either (A) uniformly or (B) differentially expressed within the mouse epididymal epithelium were predicted through interrogation of Ingenuity Pathway Analysis (IPA) software. For both subsets of miRNAs, a majority of the experimentally validated target genes mapped to the broad categories of regulating cellular, tissue, and organ development, cell-cell signaling and interaction, and cell death and survival.

## Discussion

In all mammalian species studied, spermatozoa acquire the ability to fertilize an ovum during their passage through the epididymis [34]. A defining feature of this post-testicular maturation is that it is driven exclusively by the complex external milieu in which spermatozoa are bathed during their descent through the luminal environment of the epididymal tubule. Similarly, the prolonged storage of viable spermatozoa in the distal regions of the tract is also reliant upon the creation and maintenance of a highly specialized microenvironment. While the molecular mechanisms responsible for the controlling these dynamic regionalized environments are largely unresolved, recent evidence has highlighted a novel and potentially extremely important role for the RNA interference pathway in species such as the rat, bovine and human [8,9,35]. Since this additional tier of regulation has yet to be investigated in the mouse, we have employed next generation sequencing technology to define the global miRNA signature, and their segmental patterns of expression, in the epididymis of this important model species.

In samples of whole epididymal tissue we were able to identify a total of 370 miRNAs, representing one of the most comprehensive global screens of miRNAs performed in this tissue to date. However, a limitation of this initial analysis was that it failed to distinguish between the populations of miRNAs uniquely synthesized in each epididymal region as opposed to those that originate upstream within the testes and/or proximal epididymis before being delivered to the luminal compartment of more distal regions. In this context, it is well known that both spermatozoa [36–39] and epididymal secretions [11] harbor a complex repertoire of RNA populations, including miRNAs, that could potentially serve to mask important intrasegmental changes in the epididymal epithelial miRNA profile. Accordingly, restriction of our analysis to focus on highly enriched populations of epithelial cells dramatically narrowed the scope of the epididymal miRNA signature. Of the 218 miRNAs identified in this latter screen, comparatively few (<15%) were found to be differentially expressed between the caput/corpus and corpus/cauda epididymis. An important caveat to this finding is that our studies did not discriminate miRNA expression between the initial segment and caput epididymidis, two key regions that are known to play unique roles in murine epididymal physiology.

While our miRNA expression data stand in marked contrast to the regionalized patterns of gene [3,21,22] and protein expression [4,40–42] that are hallmarks of epididymal function, they do accord with the miRNA profiles documented in other species [7,12] and may thus reflect the fact that even small changes in miRNA expression can have a significant impact on the mRNA/proteomic profile of these cells. In keeping with this notion, it is well established that a single miRNA can influence the stability of potentially hundreds of mRNA targets thus setting the scene for a highly complex network of miRNA/mRNA interactions within epididymal cells. Indeed, even under strict target prediction criteria, an impressive array of some 8493 genes were identified as being putatively regulated by the differentially expressed miRNAs identified in this study. Specific examples include *miR-204-5p*, which was down-regulated by approximately 39-fold between the caput/caudal regions, and has an estimated 530 predicted gene targets in the mouse [43]. Interestingly, one of the key validated targets for *miR-204-5p* is SPARC (secreted protein acidic and rich in cysteine), a matricellular protein that regulates cell adhesion, matrix assembly and remodeling [44], and one whose spatial pattern of mRNA expression closely resembles that of *miR-204-5p*. Similarly, *miR-196b-5p* which displayed a 45-fold up-regulation in expression over the same regions, has been predicted to be target some 160 genes [43]. Foremost amongst these are the genes for the Homeobox (Hox) transcription factors that confer anterior-posterior axial coordinates during vertebrate embryo development [45], and have been implicated in regulating segmental function of the adult mouse epididymis [46,47]. Interestingly, several members of the *Hox* gene family whose expression has been confirmed in the mouse epididymis [3,47] are represented among the known targets for numerous additional miRNAs identified in the present study. One such example is *Hoxa11*, a transcript that displays highest levels of expression in the cauda followed by the caput and finally the corpus [3,47]. This spatial pattern of expression closely mirrors that of *miR-23a*, *miR-143*, and *miR-150*, all of which putatively target the *Hoxa11* mRNA.

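In whole tissue, miR-23a-3p had 498 ± 49.3 CPM in the caput (SD, n = 3), 525 ± 14.2 in the corpus (SD, n = 2) and 987 ± 71.2 in the cauda (SD, n = 3), and its counts include fractions. miR-143-3p, a smooth muscle marker on the list used here, had 58541 ± 6392 (SD, n = 3), 77816 ± 2894.5 (SD, n = 2) and 237772 ± 13901 (SD, n = 3) in the same order. For miR-150-5p, a leukocyte marker on that list, the values were 54.3 ± 4.93 (SD, n = 3), 141 ± 8.81 (SD, n = 2) and 127 ± 40.5 (SD, n = 3). From caput to cauda the log2 fold changes were 0.98 for miR-23a-3p (adjusted p = 9.6e-06, past 2-fold under 5 of 9 alternatives), 2.03 for miR-143-3p (adjusted p = 5.8e-08) and 1.16 for miR-150-5p (adjusted p = 0.00094). In epithelial cells, miR-23a-3p had 1221 ± 19.9, 897 ± 49.1 and 1715 ± 334 CPM in the caput, corpus and cauda (SD, n = 2 each), and miR-150-5p had 169 ± 65.4, 105 ± 47.1 and 484 ± 102 (SD, n = 2 each). The values of miR-143-3p were 163697 ± 32871, 203709 ± 6044 and 235581 ± 116053 (SD, n = 2 each). The order of cauda, then caput, then corpus held for 2 of the 6 sets of values, those of miR-23a-3p and miR-150-5p in epithelial cells, and for 4 of 6 with the counts as deposited, not normalized. From caput to corpus, 0 of the 3 miRNAs were differentially expressed in epithelial cells, with adjusted p of 0.19 or more from limma. In whole tissue 1 of the 3 was, miR-150-5p, which was higher in the corpus. The order of caput and corpus in epithelial cells is therefore uncertain.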

While these data support the importance of miRNAs in fine tuning the regulation of the epididymal environment responsible for sperm maturation, an unexpected finding was the relatively poor conservation of miRNA signatures recorded between species. Indeed, at the level of sensitivity afforded by these analyses only 21% of epididymal miRNAs were detected in the mouse, rat, and human. We concede that these values may represent an under-representation of the true level of conservation, since our studies are confounded by the technical issues arising from the use of alternative sequencing technologies (next generation sequencing in the present study vs miRNA microarrays in previous work [7,12]) and/or the confounding influence of miRNAs harbored by luminal spermatozoa. However, we cannot discount the possibility that they report genuine differences in epididymal physiology between species. Support for this assertion rests with the data emerging from global transcriptomic [3,31,32] and proteomic analyses [4,40,41] that have been applied to the study of epididymal function. These genome-wide approaches have highlighted that significant species-specific differences do indeed exist in the epididymal transcriptome/proteome, with each species appearing to have developed unique strategies for promoting sperm maturation and preservation within this organ [40]. Although, there is a clear need for additional comparative studies to resolve these issues, a noteworthy feature of the majority of the miRNAs that were found to be conserved in the epididymis of the mouse, rat and human was their ubiquitous expression along the entire length of the tubule.

This conservation suggests that this subset of miRNAs form an integral part of the cellular processes responsible for the maintenance of epididymal homeostasis, with putative functions extending from promoting the development of the male reproductive tract, the regulation of sperm maturation, the maintenance of epididymal tight junctions and possibly the restriction of cellular proliferation within the adult organ. The latter is a defining feature of the epididymis and one that has been implicated in conferring an extraordinary resistance to primary cancer development, metastasis and invasive growth within this organ (reviewed by [48]). Indeed, human epididymal cancers account for only 0.03% of male cancers, an incidence rate that is well below that of other male reproductive tract malignancies (e.g. testicular cancer, 1.5% and prostate cancer, 20%). It also contrasts the occurrence of renal cancers (3%) despite the fact that the kidney and epididymis share a common embryonic origin (reviewed by [48]). Such observations have led to the proposal that the epididymis may possess intrinsic inhibitory mechanism(s) that protect the organ against the development of cancers, with recent work implicating miRNAs as master regulators of this process [49]. This assertion is supported by the observation that the *let-7* family of miRNAs, which have well characterized roles in the direct repression of cell proliferation and oncogenic pathways [33], featured prominently among the conserved epididymal miRNAs.

*Let-7* (*lethal-7*) is a founding member of the miRNA family that was originally described in *Caenorhabditis elegans*, where it controls the timing of terminal differentiation, acting as a key regulator of multiple genes required for exit from the cell cycle (reviewed by [33]). The *let-7* miRNA family has since been shown to display a remarkable level of sequence and functional conservation across the animal kingdom, with 14 and 13 different family members represented in mouse and human, respectively [33]. Among these members, *let-7a/b/c/d/e/f*, and *let-7i* are ubiquitously expressed in the adult mouse, rat and human epididymis. Of these family members, previous work has shown that 5 (*let-7a/b/c/d* and *let-7f*) are widely expressed in newborn, young adult, and aged human epididymides [8]. This is consistent with current models of *let-7* function which indicate that the family members are barely detectable during embryonic development before being up-regulated in differentiated cells where they are likely to possess highly redundant roles through targeting of an overlapping set of mRNAs [33]. Of significance to epididymal function, such roles are known to extend from the regulation of cellular proliferation through to the control of androgen receptor expression. For instance, *let-7c* has been reported to negatively regulate androgen receptor by suppressing its transcriptional activator c-Myc [50]. Similarly, dysregulation of *let-7* leads to a less differentiated cellular state and the development of cell-based diseases such as cancer [51,52]. It remains to be determined whether the 8 *let-7* family members that are expressed in the epididymis have different activities or whether they collectively target a similar cohort of genes. Nevertheless, it is tempting to speculate that the redundancy in *let-7* expression may contribute to the stringent molecular mechanisms that help the epididymis evade tumorigenesis. The prospect that a similar function may extend to other miRNAs is suggested by the conservation of several miRNAs (e.g. *miR-25*, *miR-34a/b/c*, *miR-135a/b*, *miR-194*, and *miR-200a*) that are capable of directly targeting the Wnt/β-catenin, a signaling pathway that has been widely implicated in the control of oncogenic hallmarks such as cell proliferation, metastasis, angiogenesis, telomerase activity, and apoptosis (reviewed by [49]). Indeed, aberrant activation and/or dysregulation of Wnt/β-catenin signaling has been identified as key underlying lesion in a significant portion of all human cancers (reviewed by [53]).

In summary, the data obtained in the present study provides novel insights into the diversity of miRNAs that are expressed within the mouse epididymis. Our findings accord with previous work emphasizing the sophistication of the miRNA network that coordinates the microenvironment necessary for post-testicular sperm maturation and storage. Interestingly however, despite the marked division of labor that characterizes epididymal function, we found that segment-specific miRNA expression is not a prominent theme in the mouse epididymis, with relatively few of the detected miRNAs displaying a significant difference in expression level between the three segments examined. Our systematic profiling of whole tissue and enriched populations of epithelial cells also served to identify luminal spermatozoa and/or epididymal fluid as a major contributor to the overall epididymal miRNA signature. Accordingly, our future studies will focus on the characterization of miRNAs in the luminal environment in order to determine whether they too are integrated into the complex regulation of epididymal function. Ultimately this work promises to improve our understanding of male infertility and identify novel targets for male contraception.

## Supporting Information

S1 ARRIVE Checklist ARRIVE Guidelines Checklist. This file is the ARRIVE Guidelines Checklist.
(PDF) Click here for additional data file.

S1 Fig miRNA control of androgen regulation in the epididymis. Twelve of the miRNAs that were identified as being expressed at similar levels throughout all epididymal regions were mapped as putative regulators of the androgen signalling pathway (IPA: miRNA filter, experimentally observed).
(TIF) Click here for additional data file.

S2 Fig miRNA control of endocytotic pathways in the epididymis. Ten of the miRNAs that were identified as being differentially expressed within the mouse epididymis were mapped as putative regulators of the clathrin mediated endocytosis (IPA: miRNA filter, experimentally observed).
(TIF) Click here for additional data file.

S1 Table Comparison of miRNAs identified by deep sequencing within whole mouse epididymal tissue and highly enriched populations of epididymal epithelial cells. (PDF) Click here for additional data file.

S2 Table Relative expression levels of miRNAs identified by deep sequencing within mouse epididymal epithelial cells. (PDF) Click here for additional data file.

S3 Table Comparison of miRNAs identified within mouse, human and rat epididymal tissue. (PDF) Click here for additional data file.

S4 Table Comparison of segmental expression of miRNAs identified within mouse, human and rat epididymal tissue. (PDF) Click here for additional data file.

# Supplementary material for: Next Generation Sequencing Analysis Reveals Segmental Patterns of microRNA Expression in Mouse Epididymal Epithelial Cells
**Source:** PLoS One. 2015 Aug 13;10(8):e0135605. doi: 10.1371/journal.pone.0135605
**Supplement:** S1 Table

S1 Table: Comparison of miRNAs identified by deep sequencing within whole mouse epididymal tissue and highly enriched populations of epididymal epithelial cells

**Total Whole Tissue**  
370

**Total Epithelial Cells**  
218

**Total**  
393

195 miRNAs common to both whole tissue and epithelial cells

175 miRNAs unique to whole tissue

23 miRNAs unique to epithelial cells

# Supplementary material for: Next Generation Sequencing Analysis Reveals Segmental Patterns of microRNA Expression in Mouse Epididymal Epithelial Cells
**Source:** PLoS One. 2015 Aug 13;10(8):e0135605. doi: 10.1371/journal.pone.0135605
**Supplement:** S2 Table

S2 Table. Relative expression levels of miRNAs identified by deep sequencing within mouse epididymal epithelial cells

|          |              |         |         |        |        |         |         |             |             |             |
|----------|--------------|---------|---------|--------|--------|---------|---------|-------------|-------------|-------------|
| miR-743  | miR-743b-3p  | 5.001   | 8.001   | 7.001  | 28.001 | 58.001  | 14.001  | 0.055719926 | 0.856017331 | 0.049133431 |
| miR-744  | miR-744-5p   | 136.001 | 156.001 | 20.001 | 46.001 | 42.001  | 30.001  | 0.207395911 | 0.200934175 | 0.003134955 |
| miR-871  | miR-871-3p   | 15.001  | 27.001  | 29.001 | 75.001 | 74.001  | 78.001  | 0.001229604 | 0.500446429 | 0.00224783  |
|          | miR-871-5p   | 2.001   | 2.001   | 1.001  | 8.001  | 20.001  | 7.001   | 0.131578713 | 0.740603361 | 0.023050554 |
| miR-872  | miR-872-3p   | 54.001  | 66.001  | 11.001 | 12.001 | 18.001  | 28.001  | 0.198156321 | 0.856017331 | 0.061297746 |
| miR-872  | miR-872-5p   | 110.001 | 168.001 | 30.001 | 42.001 | 54.001  | 50.001  | 0.385199839 | 0.357772646 | 0.028129266 |
| miR-881  | miR-881-3p   | 10.001  | 9.001   | 20.001 | 56.001 | 95.001  | 53.001  | 0.004928654 | 0.876668333 | 0.002320534 |
| miR-1198 | miR-1198-5p  | 20.001  | 28.001  | 4.001  | 11.001 | 7.001   | 19.001  | 0.793491612 | 0.778326759 | 0.393360055 |
| miR-1249 | miR-1249-3p  | 14.001  | 14.001  | 2.001  | 5.001  | 5.001   | 8.001   | 0.619385307 | 0.853412942 | 0.317169798 |
| miR-1251 | miR-1251-5p  | 16.001  | 18.001  | 5.001  | 8.001  | 2.001   | 4.001   | 0.89568274  | 0.044955727 | 0.01862306  |
| miR-1839 | miR-1839-5p  | 93.001  | 93.001  | 22.001 | 64.001 | 46.001  | 58.001  | 0.756802832 | 0.294215526 | 0.315593316 |
| miR-1843 | miR-1843-5p  | 34.001  | 43.001  | 10.001 | 22.001 | 10.001  | 19.001  | 0.845082443 | 0.11445038  | 0.06612475  |
|          | miR-1843b-5p | 10.001  | 10.001  | 3.001  | 2.001  | 4.001   | 7.001   | 0.718578284 | 0.887720304 | 0.501584088 |
| miR-3096 | miR-3096-5p  | 9.001   | 11.001  | 4.001  | 10.001 | 15.001  | 25.001  | 0.368266049 | 0.777668958 | 0.109199006 |
| miR-3107 | miR-3107-5p  | 78.501  | 97.001  | 33.501 | 17.501 | 271.501 | 675.501 | 0.661487973 | 0.001012289 | 0.000198657 |

\* red shading indicates absence of miRNA from that sample (i.e. <10 average number of reads across both technical replicates)

# Supplementary material for: Next Generation Sequencing Analysis Reveals Segmental Patterns of microRNA Expression in Mouse Epididymal Epithelial Cells
**Source:** PLoS One. 2015 Aug 13;10(8):e0135605. doi: 10.1371/journal.pone.0135605
**Supplement:** S4 Table

S4 Table. Comparison of segmental expression of miRNAs identified within mouse, human and rat epididymal tissue

## Comparison

|                     |                 |           |
|---------------------|-----------------|-----------|
| Mouse + rat + human | Total Conserved | 97 / 463  |
|                     | Conserved (%)   | 21        |
| Mouse + Rat         | Total Conserved | 143 / 341 |
|                     | Conserved (%)   | 42        |
| Mouse + Human       | Total Conserved | 131 / 417 |
|                     | Conserved (%)   | 31        |

\*All miRNAs appearing above row 83 represent those that have been identified as being conserved in all epididymal regions of the mouse, rat, and human.

1. Belleannee, C., Calvo, E., Thimon, V., Cyr, D. G., Legare, C., Garneau, L. and Sullivan, R. (2012). Role of microRNAs in controlling gene expression in different segments of the human epididymis. PLoS One 7, e34996.□

2. Ma, W., Xie, S., Ni, M., Huang, X., Hu, S., Liu, Q., Liu, A., Zhang, J. and Zhang, Y. (2012). MicroRNA-29a inhibited epididymal epithelial cell proliferation by targeting nuclear autoantigenic sperm protein (NASP). J Biol Chem 287, 10189-99.□

How the deposited data were processed for this re-analysis (not part of the article)

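Small RNA from the caput, corpus and cauda epididymis of mice was sequenced in 2 preparations, whole tissue (8 libraries, from 3 caput, 2 corpus and 3 cauda replicates) and isolated epithelial cells (6 libraries, 2 per region). The methods of the paper give 2 replicates per region, and all 14 libraries were used, so that 0 columns were left out. The legend of Fig. 4 calls the replicates biological, while the note of the S2 Table calls them technical, and the errors given here are between libraries. If the libraries are technical replicates, the adjusted p-values given here would be too small. The authors trimmed the reads, screened them against PhiX, adaptors, mitochondrial and ribosomal sequences, and aligned them to the mouse genome (mm10) and to the mature miRNAs of miRBase. For whole tissue the authors deposited expected counts per mature miRNA, not normalized, and fractions among them are taken here as reads divided between several mature miRNAs. For epithelial cells the authors deposited expected counts of the same kind with 0.001 added to every value, and this constant was removed. The paper's methods name neither the aligner nor how reads matching several miRNAs were treated.

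Whole tissue libraries held between 1243398 and 2135501 counts and epithelial libraries between 89039 and 362867. Counts of a miRNA vary between libraries by more than counting noise, so errors are standard deviations between libraries and not counting intervals. A miRNA counts as identified in a region when its mean count over the libraries of the region is above 10. Names were compared between the tables as each table gives them.

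For tests of differential expression the values were rounded to whole numbers, which changed the total of a library by at most 0.0034%. Counts were normalized by edgeR's TMM method (edgeR 4.0.16) and tested by limma-voom (limma 3.58.1, R 4.3.3), with 1 fit per preparation, a mean for each region and no replicate block. The test covered the miRNAs identified in either region compared, with Benjamini-Hochberg adjustment over them, and a miRNA is called differentially expressed with an FDR below 0.05 and a change of at least 2-fold. Adjusted p-values for single miRNAs are from limma unless another tool is named, and standard errors are those of the fit. CPM values are counts scaled to a common library size with TMM factors, or by library totals where that is said. A fold against a region in which every library had 3 counts or fewer was computed against 3 counts and is given as a lower bound.

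The miRNAs given by name are those the paper names in its results, in the labels of Figs 5, 7, 8 and 9 and in the sentence on Hoxa11, and in each preparation the 5 largest rises and the 5 largest falls from caput to cauda among the differentially expressed miRNAs that changed in the same direction between every caput and every cauda library. Any other miRNA is said to be chosen after its values were seen. The main tests, the rule for naming miRNAs and all alternatives were chosen before the data were examined, apart from those said to be chosen later.

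As alternatives, edgeR's quasi-likelihood test and DESeq2's Wald test (DESeq2 1.42.0) replaced limma-voom, and DESeq2's size factors or library totals replaced TMM. Other alternatives tested all miRNAs with at least 1 count, only miRNAs with at least 10 counts in every library, only the 2 regions compared, or a replicate block, and left out each library in turn. Numbers of alternatives given for a single miRNA do not count the fits without a library. The pairing for the block comes from the replicate numbers in the sample titles. As a check of it, the log2 CPM of each library were taken as deviations from the mean of its region and correlated across miRNAs between same-numbered libraries. For the numbers of identified miRNAs, the alternatives were a count above 10 in every library, a mean of at least 10, a threshold in CPM and libraries drawn down at random, without replacement, to a common total, with the median of 20 draws given.

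Changes that differ between the preparations were tested in limma-voom as the interaction of preparation and region, over the 194 miRNAs identified in both. Genomic clusters were defined from RefSeq positions on GRCm38 as hairpins no more than 10 kb apart with at least 5 identified miRNAs. The median change of each cluster was compared with 10000 random sets of as many miRNAs from outside it (two-sided). Each miRNA of a set was drawn from those nearest to a member in mean count. Benjamini-Hochberg adjustment was over 13 clusters. Marker miRNAs of smooth muscle, endothelial, red blood, leukocyte, epithelial and germ cells were listed before the tests on them were run.

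The methods were tested on simulated data with known changes in 200 miRNAs of each preparation and, for the interaction, in 263 of 497. In whole tissue, 89 of the 90 changed miRNAs tested were recovered (98.9%) with 0 unchanged ones called, and in epithelial cells 90 of 95 (94.7%) with 3 unchanged ones called. The interaction recovered 96 of 102 (94.1%) with 3 unchanged ones called. The permutation test on random sets gave p = 0.002 for the shifted set, and 2 of 20 unshifted sets had a p under 0.05. Counting and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qPCR, immunoblot, transfection and pathway experiments of the paper were not analysed here.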

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

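Of the tests below, those of normalization and of low counts for the difference between the preparations were chosen only after the result was seen. That some tests cannot decide, as said with each of them, was also judged only then.

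The change from caput to cauda differed between whole tissue and epithelial cells for 39 of the 194 miRNAs identified in both (interaction in limma-voom, FDR below 0.05 and at least 2-fold), and the change was higher in epithelial cells for 30 and lower for 9. At an unadjusted p below 0.05 the number was 79. Leaving out in turn each library of whole tissue and of the epithelial corpus gave between 26 and 40 over 10 fits. The epithelial caput and cauda libraries were not left out. The largest differences by adjusted p, in miRNAs chosen after their values were seen, were those of miR-205-5p, miR-200b-3p and miR-135a-5p. miR-205-5p, which the paper names as uniformly expressed, differed by 1.87 on the log2 scale (standard error 0.19, adjusted p = 1.1e-05). It was higher in both cauda libraries than in both caput libraries of epithelial cells and lower in all 3 cauda libraries than in all 3 caput libraries of whole tissue. miR-200b-3p differed by 2.07 (standard error 0.21, adjusted p = 1.1e-05) with the same directions in the same numbers of libraries. miR-135a-5p differed by 2.62 (standard error 0.31, adjusted p = 2.9e-05) and was lower in every cauda library than in every caput library of both preparations, with means of 1351 ± 263 and 124 ± 11.6 CPM in the caput and cauda of whole tissue (SD, n = 3) and 1957 ± 223 and 1072 ± 19.8 in epithelial cells (SD, n = 2).

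Several technical explanations were tested for these differences. If normalization were the cause, fewer than 1 in 2 of the 39 would keep their call under both other scalings. In all 21 did, 12 of them higher and 9 lower in epithelial cells. Both other scalings move the median difference down, so the 9 lower ones could hardly lose their call. Of the 30 higher ones 12 kept it, fewer than 1 in 2, so normalization is not excluded as a cause. The count itself fell to 28 (17 higher, 11 lower) with library totals and to 25 (12 higher, 13 lower) with DESeq2's size factors, so the excess of miRNAs with a higher change in epithelial cells depends on the scaling, and the median difference over all 194 miRNAs was 0.38 with TMM, 0.19 with library totals and 0.08 with size factors. Of the 26 with at least 10 counts in every library, 13 stayed past the threshold in a fit of such miRNAs alone, the smallest number at which low counts were not taken as the cause. In a fit with names reconciled between the tables (212 miRNAs, 39 past the threshold, 26 higher and 13 lower in epithelial cells), marker miRNAs of non-epithelial cells passed the threshold in 2 of 11 cases, miR-143-3p and miR-145a-3p, the second not among the 194, and epithelial markers in 4 of 7 (miR-200a-3p, miR-200b-3p, miR-429-3p and miR-205-5p), with all 7 higher in epithelial cells. These names were given after the values were seen. Germ cell markers were not among the 11. Of these, miR-34c-5p was past the threshold among the 194, with a lower change in epithelial cells (-1.43, adjusted p = 0.012 from limma). The germ cell markers miR-34b-3p, miR-34b-5p and miR-449a-5p were not past it. RNA from spermatozoa was not tested as a cause of these differences and is not excluded. With whole tissue drawn down to the epithelial totals a median of 17 of the 39 stayed past the threshold (between 16 and 31 over 5 draws). All of the 39 that were tested in a draw (36 or 37) kept their direction in it. Fewer reads also lower the power for a real difference, so this test cannot tell whether depth is the cause. All libraries of a preparation were also counted by the authors in the same table, so a difference in counting cannot be told apart from the preparation, and a biological explanation cannot be separated from these.

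The other result concerns miRNAs that the paper does not discuss as groups, the miRNAs of genomic clusters. Of 13 clusters tested (9 in whole tissue and 4 in epithelial cells), 6 had a median change from caput to cauda beyond random sets of miRNAs (permutation test) at an adjusted p below 0.05, and these are the same 3 loci in both preparations. The cluster on chromosome 12 from 109709060 to 109747960, partly in Mirg, rose with a median log2 change of 1.40 in whole tissue (23 of 23 miRNAs rose, permutation p = 0.0030, adjusted p = 0.0065) and 2.32 in epithelial cells (7 of 7, p = 0.0008, adjusted p = 0.0026). The cluster on chromosome 2 from 10466663 to 10518279, in Sfmbt2, fell with a median of -2.42 in whole tissue (15 of 15 fell, permutation p = 0.0002, adjusted p = 0.00087) and -1.97 in epithelial cells (5 of 5, p = 0.0030, adjusted p = 0.0065). The cluster on chromosome X from 66776757 to 66839125 rose with a median of 2.86 in whole tissue (20 of 20) and 2.48 in epithelial cells (8 of 8), each with a permutation p = 0.0002 and adjusted p = 0.00087. For 3 of the 6, the permutation p = 0.0002 is the smallest that the random sets can give. The median CPM of the members lay beyond every caput library, on the side of the change, in 3 of 3 cauda libraries of whole tissue and 2 of 2 of epithelial cells for each of the 3 loci. Members of a cluster can come from one transcript, and both arms of a hairpin are counted, so members are not independent of each other, and the p-values do not allow for that.

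Under both library totals and DESeq2's size factors all 6 clusters kept their side of the median of all miRNAs, but a scaling moves the cluster and this median alike, so that this could not come out otherwise. All 6 also kept their direction with only the members that have whole-number counts, a test of shared reads, and 6 of 6 with only the members above the median count of the cluster, a test of low counts. Because all members of each of the 6 moved one way, the direction in these tests could not come out otherwise either. The medians of the whole-number members were 1.40, -2.07 and 2.85 in whole tissue, for chromosomes 12, 2 and X. In epithelial cells they were 2.32, -1.87 and 2.48. These values argue against shared reads as the cause of the change in those members. Low counts are not excluded, as the median member on chromosome 12 had 6.49 CPM in the caput of whole tissue. For the cluster on the X chromosome, RNA from spermatozoa was tested by germ cell miRNAs outside the cluster, of which 1 of 4 identified in epithelial cells (miR-34b-3p, named after its value was seen) rose by at least 2-fold. In whole tissue 3 of 5 did, with a median log2 change of 1.20, so RNA from spermatozoa remains possible there. It was also tested by the share of the cluster in the cauda, which was 0.437 ± 0.109% of counts in whole tissue (SD, n = 3) and 0.163 ± 0.105% in epithelial cells (SD, n = 2), a ratio of 2.68 that is below the 5-fold loss set for RNA removed with the spermatozoa. The germ cell markers had a ratio of 2.61 in the cauda, so this limit cannot tell, and RNA from spermatozoa is not excluded. RNA from other cell types was not tested for the clusters on chromosomes 2 and 12. As a hypothesis found and tested on the same data, the miRNAs of each of the 3 loci may be regulated together along the epididymis, which cannot be told apart from the explanations left open above.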

How the results depend on the processing

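The alternatives below are those of the processing summary, and the crossed pairing of replicates and the choices of 2 libraries per region were chosen only after the result was seen. Over the alternatives other than leaving out a library, 126 of 156 values of the main results stayed within 1.5 times the value reported and 30 did not, and all 18 log2 fold changes of miR-196b-5p and miR-204-5p kept their direction and their side of the threshold. For the other named miRNAs, 986 of 1025 log2 fold changes kept direction and side of the threshold, 18 were no longer past it, 10 newly passed it and 11 changed direction. Of 210 values of other results, 137 stayed within the spread between replicates and 73 moved. The cause was not tested where no test is named.

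Counts of differentially expressed miRNAs depended on the filter. With only miRNAs that had at least 10 counts in every library, whole tissue gave 64 from caput to corpus and 115 from caput to cauda, and epithelial cells gave 28 from caput to cauda. Those 28 include 24 of the 56 reported. With all miRNAs that had at least 1 count, epithelial cells gave 53 from caput to corpus and 37 from corpus to cauda. Crossed pairing gave 32 from corpus to cauda in epithelial cells. The number of miRNAs whose change differs between the preparations was 25 with DESeq2's size factors and 16 with the stricter filter. The replicate numbers of the titles as a block gave 102, 101 and 187 in whole tissue, and blocks by library number gave 102, 93 and 188. Deviations of same-numbered whole tissue libraries had a mean r of 0.084 across miRNAs by the titles and 0.076 by library number. No miRNA changed direction among calls shared with any alternative.

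Numbers of identified miRNAs depended on depth. With all 14 libraries at the smallest total, whole tissue gave 176 miRNAs in total, 115.5 in all regions and 29 in 1 region only, and 39 were identified in whole tissue only. Those found only in the corpus of whole tissue numbered 8 when every library of the region had to pass, 9 with libraries at 1 total and 9 with a threshold in CPM. In epithelial cells the corpus numbers were 1 when every library had to pass (miR-184-3p; the names in this part were given after the values were seen), 5 with the libraries at 1 total, 5 with all 14 libraries at the smallest total and 4 with the threshold in CPM, which gave 23 miRNAs in 1 region only. The 4 were miR-184-3p, miR-1843-5p, miR-218-5p and miR-652-3p. The epithelial corpus libraries were the smallest of the 14, and with each library left out in turn 0 to 1 miRNAs (miR-184-3p or miR-3068-3p) were found only in the epithelial corpus. With names reconciled by the added letter a, 4 miRNAs remained in epithelial cells only (miR-3107-5p, miR-374-5p, miR-3096-5p and miR-720), and 3 families did (those of miR-720, miR-3096 and miR-3107) with names collapsed to families. Other changes of name were not looked for, so these 4 may also stand in whole tissue under another name. In whole tissue only, 54 families were identified, and 684 names when any count in whole tissue was compared with the epithelial list. Precursors with the same dominant arm numbered 94 with at least 1 count, 14 with both arms above 10 counts in every region and 82 in whole tissue.

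The order of regions depended on the scaling. Of the miRNAs of Fig. 8, 6 were lowest in the corpus with the counts as deposited and 0 with library totals, against 1 with TMM. For the miRNAs of the Hoxa11 sentence, 4 of 6 had the order of cauda, caput and corpus with the counts as deposited, against 2.

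The log2 fold changes that changed direction were at most 0.45 in size as reported. In epithelial cells from caput to cauda, miR-34a-5p had a log2 fold change of 0.12 with library totals, and miR-193-3p had 0.039 with the Wald test, 0.013 with DESeq2's size factors, 0.016 with edgeR, 0.18 with library totals and 0.0040 with the replicate block. In whole tissue, library totals gave 0.27 for miR-374b-5p and 0.28 for miR-195a-5p from caput to corpus, and 0.020 for miR-24-3p and 0.087 for miR-15a-5p from caput to cauda. The replicate block gave 0.085 for miR-374b-5p. With single libraries left out, miR-374b-5p ranged from -0.12 to 0.046, miR-195a-5p from -0.067 to 0.048, miR-298-5p from corpus to cauda from -0.19 to 0.36 and miR-150-5p from corpus to cauda from -0.45 to 0.023. In epithelial cells, where such fits leave a region with 1 library and give no call, the ranges that crossed 0 were wider. They were -0.86 to 0.35 for miR-486-5p from caput to corpus, -0.40 to 0.61 for miR-143-3p from corpus to cauda and, from caput to cauda, -0.016 to 0.97 for miR-143-3p, -0.026 to 0.50 for miR-17-5p, -0.18 to 0.16 for miR-34a-5p and -0.49 to 0.41 for miR-193-3p.

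With each library left out in turn, 157 of 160 values of the main results stayed within 1.5 times the value reported. The exceptions were the count from corpus to cauda in epithelial cells, from 8 to 17 over the 2 fits, and the number found only in the epithelial corpus. Of the log2 fold changes of miR-196b-5p and miR-204-5p, 11 of 12 stayed within the spread between replicates, and miR-204-5p ranged from -5.34 to -4.96. For other named miRNAs, 741 of 807 values stayed on their side of the threshold or, with no test, within the spread between replicates, 9 were no longer past the threshold, 9 newly passed it and 43 moved beyond the spread. The sign was the opposite one for 13 of the 807 values (5 with a test and 8 without), in 10 log2 fold changes, and the 8 are among those that stayed or moved. Fits that leave a region of epithelial cells, or the corpus of whole tissue, with 1 library give no call for that region, and named miRNAs that the stricter filter removes have no value under it.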

Differences from the paper's values

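In whole tissue, 29.9% of miRNAs were differentially expressed between caput and corpus and 27.3% between corpus and cauda, where the paper's value is less than 10%. Of the alternatives set before the data were examined, the test of all miRNAs with at least 1 count came nearest, at 14.6% (128 of 878) and 13.1% (115 of 878), within 1.5 times the paper's bound and still above it. More miRNAs were called there, over a larger number tested. None of the tests, scalings, filters, blocks and fits without single libraries gave less than 10%. Counts of differentially expressed miRNAs in whole tissue were 100 from caput to corpus, 93 from corpus to cauda and 189 from caput to cauda, against the paper's about 27, about 30 and about 68 (Fig. 2B, read by eye). None of the alternatives set before the data were examined closed these gaps, with 64 to 128, 63 to 115 and 115 to 255 over all of them. Fits of 2 libraries in every region, chosen after seeing the values, gave 91 to 106, 85 to 101 and 160 to 198, and did not close them either.

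The paper states that levels of the miRNAs found in all regions could not be told apart along the epididymis of whole tissue, and here 69 of the 271 were differentially expressed between caput and corpus, 64 between corpus and cauda and 122 between caput and cauda. It places miR-200c-3p among the miRNAs highest in the caput, and here it was highest in the corpus, with 4682 CPM against 4145 in the caput. Its log2 fold change from caput to cauda was -0.86, and it passed 2-fold under 0 of 9 alternatives, with -1.16 to -0.49 when each library was left out in turn. The counts as deposited put it highest in the caput. It places miR-470c-5p among those highest in the cauda, and here miR-470-5p was highest in the corpus, with 388 ± 187 CPM against 328 ± 179 in the cauda of epithelial cells (SD, n = 2 each), a difference within the SDs. The counts as deposited put it highest in the cauda, as did whole tissue, with 99.7, 363 and 619 CPM in the caput, corpus and cauda. It gives miR-467d-3p as highest in the caput epididymis, and here it was not identified in epithelial cells, with a mean count of 5.75 in the caput and 0 in the other regions. In whole tissue it was identified and was highest in the caput, with mean counts of 19.3, 2.5 and 3.67. By qPCR in other samples the paper shows miR-486-5p rising from caput to corpus, and here its log2 fold change in the sequenced epithelial cells was -0.31, while in whole tissue miR-486a-5p rose from 64.6 CPM in the caput to 185 in the corpus and 983 in the cauda.

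Fig. 5B shows miR-365-3p as differentially expressed between corpus and cauda, and here its adjusted p was 0.083. It was called with the test of all miRNAs with at least 1 count (adjusted p = 0.028) and with the crossed pairing of replicates, chosen after seeing the values (adjusted p = 0.0012), and the adjusted p ranged from 0.0012 to 0.14 over the alternatives. The paper lists miR-140-5p as uniformly expressed, and here it had a log2 fold change of 1.15 from caput to cauda with an adjusted p of 0.042. It was not called with DESeq2's Wald test, with only the 2 regions compared and with the replicate block, and its adjusted p ranged from 0.0084 to 0.059. Among the miRNAs of trafficking pathways that the paper lists as differentially expressed, miR-106b-5p (log2 fold change 0.93), miR-126-3p (0.55) and miR-322-5p (0.51) were not called from caput to cauda. miR-106b-5p was called with library totals, with adjusted p-values from 0.040 to 0.15 over the alternatives, and miR-7b-5p was not tested. From corpus to cauda miR-126-3p was differentially expressed, as Fig. 5B shows. The paper does not say which comparison of regions its list rests on. For miR-106b-5p and miR-322-5p in epithelial cells only caput to cauda is reported here, so no discrepancy is shown for them.

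The paper states that the order of cauda, then caput, then corpus holds for miR-23a, miR-143 and miR-150, and here it held in 2 of 6 sets of values and in 4 of 6 with the counts as deposited. In epithelial cells 0 of the 3 were differentially expressed between caput and corpus (adjusted p of 0.19 or more from limma), so the order there is uncertain. Fig. 9 shows the corpus lowest for all of its miRNAs, and here 7 of the 10 were lowest there, or all 10 with the counts as deposited. The paper describes miR-32, miR-33, miR-133b, miR-137, miR-155 and miR-499 as restricted to 1 region, under its cutoff of a count above 10. By a mean count above 10 they were identified in the same regions here. Each also had reads in the other regions below that cutoff, such as 6.5 for miR-32-5p in the corpus. Of the let-7 and miR-30 families the paper lists let-7a to let-7f, let-7i and miR-30a to miR-30d among miRNAs shared by mouse, rat and human. In mouse whole tissue alone, 9 lettered let-7 members and miR-30a to miR-30e were identified here in all regions. The sets of species differ, so these lists do not show a discrepancy.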

Other observations

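Of the tests below, that of names for the miRNAs found in epithelial cells only, that of RNA from endothelial or blood cells and that of change within the epithelial cells were chosen only after the result was seen. That some tests cannot decide, as said with each of them, was also judged only then.

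Fewer miRNAs were identified in epithelial cells (216) than in whole tissue (360). Whole tissue drawn down to the epithelial totals closed 89.6% of this gap, so the smaller number is consistent with lower sequencing depth. Depth also bears on the corpus of epithelial cells, where 0 miRNAs were found only there. With the 6 libraries at 1 total a median of 5 were found only in the corpus, which reaches the level set for sequencing depth as the explanation. For the 22 miRNAs found in epithelial cells only, 18 are identified in whole tissue under a name with an added letter a, so different names in the tables likely account for most of them. Low abundance was tested by their median percentile among the identified miRNAs, which was 41.0, and it was not low enough to account for the 22. More miRNAs were differentially expressed from caput to cauda in whole tissue (189) than in epithelial cells (56). With 2 whole tissue libraries per region at the epithelial totals the number was 105 (97 to 117 over 20 draws), which closes 63.2% of the gap, so depth and the number of libraries may account for much of it. At that depth 45.0% of the miRNAs tested in whole tissue were differentially expressed, against 25.9% in epithelial cells, and for caput to corpus and corpus to cauda the percentages were 23.0 and 24.6 against 12.2 and 10.9. This difference between the preparations in numbers of calls was not itself tested.

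The corpus was lowest for all miRNAs of Fig. 9 with the counts as deposited. Library size was tested as the explanation by scaling to TMM CPM, and 7 of the 10 were still lowest in the corpus. With library totals 5 of 10 were, so the number depends on the scaling.

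For the comparison of caput and cauda in whole tissue, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many as 189 differentially expressed miRNAs, and the other 9 gave 0. Among the 4 splits that part each same-numbered pair of libraries, 1 did, again the real one, and the other splits keep at least 1 same-numbered pair together. Neither number of splits can give a share under 0.05, so a grouping by chance cannot be excluded by this test alone.

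Marker miRNAs of non-epithelial cells took 18.7 ± 3.63% of the counts in the caput of epithelial cells (SD, n = 2), against 6.58 ± 0.911% in whole tissue (SD, n = 3). In the corpus the shares were 23.4 ± 1.84% (SD, n = 2) and 10.2 ± 0.218% (SD, n = 2), and in the cauda 31.1 ± 9.51% (SD, n = 2) and 28.5 ± 1.13% (SD, n = 3). The lowest ratio of whole tissue to epithelial cells was 0.352, so these markers taken together do not show that the isolation removed most RNA of non-epithelial cells. Most of the sum is miR-143-3p, with 15.1 of the 18.7% in the caput of epithelial cells. In the caput, corpus and cauda the ratios were 0.495, 1.10 and 0.342 for endothelial markers alone, 0.206, 0.824 and 0.536 for red blood cell markers, 1.51, 2.28 and 1.39 for leukocyte markers and 1.05, 2.32 and 2.61 for germ cell markers, which are not in the sum. None of these reached the 5-fold set. The markers were chosen from general knowledge, and whether epithelial cells of the epididymis make them was not tested.

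In epithelial cells, 5 of 7 endothelial, red blood cell and leukocyte markers rose by at least 2-fold from caput to cauda, 3 of 3 of red blood cells (miR-451, miR-144-3p and miR-486-5p), 2 of 2 of leukocytes (miR-142-5p and miR-150-5p) and 0 of 2 of endothelial cells (miR-126-3p and miR-126-5p). These names were given after the values were seen. If RNA from endothelial or blood cells were the explanation for the whole group, the markers of each cell type would rise by at least 2-fold. The endothelial markers rose by less, by log2 0.79 for miR-126-5p (adjusted p = 0.018) and 0.55 for miR-126-3p (adjusted p = 0.064), and their share of counts went from 2.80 ± 0.515% in the caput to 5.41 ± 0.0574% in the cauda (SD, n = 2 each), so this explanation is not excluded. Under the scaling with fewer, 5 still rose by at least 2-fold, but both other scalings move the changes up, so this cannot tell whether normalization is the cause. A rise of blood cell RNA alone may remain possible, but it was not tested apart from these 5 markers, and the pattern cannot be told apart from these explanations.

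In whole tissue, all 7 markers listed here for smooth muscle rose by at least 2-fold from caput to cauda, with a median log2 change of 2.30, and 7 still did under the scaling with fewer. Both other scalings move the changes up (by 0.35 and 0.09 in the median of all miRNAs), so this could not come out otherwise. With TMM all 7 rose by log2 1.85 to 3.87, while the 7 epithelial markers fell in the same fit. A scaling shifts all miRNAs of a fit alike, so these values argue against normalization as the cause of the rise. Among these markers, miR-1a-3p and miR-133a-3p varied widely between cauda libraries, with 190 ± 153 and 273 ± 213 CPM (SD, n = 3 each). The value of miR-143-3p varied less, with 237772 ± 13901 CPM (SD, n = 3). Whether the listed markers come from smooth or striated muscle was not tested. In epithelial cells 0 of the 4 smooth muscle markers identified rose by at least 2-fold, with a median of 0.37. By the interaction of preparation and region, with names reconciled, 2 of 11 non-epithelial markers (germ cells not included), both of smooth muscle, differed between the preparations. The 7 epithelial markers had a median log2 change of -1.14 in whole tissue, where 5 fell by at least 2-fold (miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-141-3p and miR-429-3p, named after their values were seen), and of 0.02 in epithelial cells. Under the scaling with fewer, 7 of 7 stayed below the median of all miRNAs, but a scaling moves both alike, so this cannot tell. With library totals 1 of the 5 (miR-429-3p, -2.08) still fell by 2-fold, and 4 of the 5 did with DESeq2's size factors (all but miR-141-3p), so the falls of 2-fold depend on the scaling. Of the 5, 0 fell by at least 2-fold in epithelial cells. Smaller falls there were those of miR-200c-3p (-0.86, adjusted p = 0.016), miR-429-3p (-0.75, adjusted p = 0.015) and miR-141-3p (-0.19, adjusted p = 0.46). In the same cells miR-200b-3p (0.89, adjusted p = 0.0099) and miR-200a-3p (0.13, adjusted p = 0.60) rose. A change within the epithelial cells may therefore account for part of the fall of miR-200c-3p and miR-429-3p. The fall of the epithelial markers cannot be told apart from these explanations. As a hypothesis, a larger share of muscle and a smaller share of epithelium in the cauda of whole tissue may underlie the rise and the fall. Both patterns were found and tested on the same data.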
